# Gene expression profiling in the stress control brain region hypothalamic paraventricular nucleus reveals a novel gene network including Amyloid beta Precursor Protein

**DOI:** 10.1186/1471-2164-11-546

**Published:** 2010-10-08

**Authors:** Amalia Tsolakidou, Ludwig Czibere, Benno Pütz, Dietrich Trümbach, Markus Panhuysen, Jan M Deussing, Wolfgang Wurst, Inge Sillaber, Rainer Landgraf, Florian Holsboer, Theo Rein

## Abstract

**Background:**

The pivotal role of stress in the precipitation of psychiatric diseases such as depression is generally accepted. This study aims at the identification of genes that are directly or indirectly responding to stress. Inbred mouse strains that had been evidenced to differ in their stress response as well as in their response to antidepressant treatment were chosen for RNA profiling after stress exposure. Gene expression and regulation was determined by microarray analyses and further evaluated by bioinformatics tools including pathway and cluster analyses.

**Results:**

Forced swimming as acute stressor was applied to C57BL/6J and DBA/2J mice and resulted in sets of regulated genes in the paraventricular nucleus of the hypothalamus (PVN), 4 h or 8 h after stress. Although the expression changes between the mouse strains were quite different, they unfolded in phases over time in both strains. Our search for connections between the regulated genes resulted in potential novel signalling pathways in stress. In particular, Guanine nucleotide binding protein, alpha inhibiting 2 (GNAi2) and Amyloid β (A4) precursor protein (APP) were detected as stress-regulated genes, and together with other genes, seem to be integrated into stress-responsive pathways and gene networks in the PVN.

**Conclusions:**

This search for stress-regulated genes in the PVN revealed its impact on interesting genes (GNAi2 and APP) and a novel gene network. In particular the expression of APP in the PVN that is governing stress hormone balance, is of great interest. The reported neuroprotective role of this molecule in the CNS supports the idea that a short acute stress can elicit positive adaptational effects in the brain.

## Background

Stressful life events are among the most potent factors that can trigger the development of psychiatric disorders such as depression and anxiety disorders [1-3]. Aberrations in the function of the hypothalamus-pituitary-adrenal (HPA) axis, the key control system of the body to balance stress hormones and the response to stress, already exist prior to the onset of clinical symptoms [4]. The functionality of the HPA axis is mainly governed by genetic endowment, but developmental influences and life events, in particular stress experience early in life, can re-program the settings of the HPA axis [5-8].

The hypothalamus, as part of the HPA axis, is the centre of stress response and a region of the brain that integrates different stress signalling neuronal pathways. The hypothalamic paraventricular nucleus (PVN) is the main area of the hypothalamus where the corticotropin-releasing hormone (CRH, also known as corticotropin-releasing factor, CRF), the crucial neuropeptide that activates the secretion of corticotropin (ACTH), is produced and released. This effect, in turn, causes the secretion of glucocorticoids from the adrenal glands [9,10]. The levels of ACTH and glucocorticoids in the plasma can be used as markers to monitor stress levels [11]. In addition to CRH, other hormonal molecules such as arginine vasopressin (AVP) and oxytocin contribute to the regulation of the HPA axis' activity [12-16].

In major depression a hypothalamic hyper-drive is observed. This is constituted by the elevation of CRH, AVP and oxytocin, which may influence the clinical symptoms. In the PVN of depressed patients the total number of CRH expressing neurons showing co-localisation with AVP and the amount of CRH-mRNA are increased [17-19]. An important hallmark of HPA axis regulation is the negative feedback exerted by glucocorticoids on the production and release of CRH and AVP in the PVN, as well as of ACTH in the pituitary. Substantial evidence has been provided that this attenuation activity, which is an integral part of the stress response, is impaired in patients suffering from major depression [20].

Recently, we have determined stress-regulated genes in the hippocampus, a higher limbic centre in the brain, of two inbred mouse strains with differential psycho-phenotype, namely C57BL/6J and the DBA/2J by employing microarray analysis [21]. The choice of these mouse strains is based on reports that these strains have differential response to stress [22,23], differential basal anxiety [24] and differ in both, their cognitive abilities [25] and sensitivity to antidepressants [26,27]. The microarray method, that belongs to the chip-based whole genome technologies, allows for unbiased approaches with the potential to identify new candidate genes and gene networks [20]. Our results had led to the successful identification of stress-regulated genes and suggestion of possible signal transduction pathways involved.

As it is of great interest to study the impact of stress in brain regions directly involved in stress regulation, in this parallel study we have focused on the impact of stress experience on hypothalamic PVN governing the stress response. The PVN area was micropunctured from the brains of C57BL/6J and DBA/2J mice that had been stressed once by forced swimming [21] and mRNA profiles were determined by microarray analysis. Forced swimming is also being used routinely as test to monitor depression-like behaviour and drug effects [28]. We report that Guanine nucleotide binding protein, alpha inhibiting 2 and Amyloid β (A4) precursor protein (APP) are up-regulated after stress and we suggest a novel gene network involved in stress response in the two mouse strains. This network implies that the expression of APP might be a neuroprotective component of stress adaptation in the PVN.

## Results

### Basal gene expression differences between C57BL/6J and DBA/2J mice in PVN

To compare expression profiles between the two mouse strains C57BL/6J and DBA/2J and evaluate expression changes at different time points after stress exposure, we used cDNA microarrays. 

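The arrays measured RNA of the PVN, the hypothalamic nucleus whose neurons start the hormonal stress response, dissected from the brains of mice of 2 inbred strains, C57BL/6J and DBA/2J. RNA of 6 animals was pooled for each of 6 conditions, non-stressed or 4 h or 8 h after forced swimming in each strain, so that there was 1 pool per condition. After 2 rounds of amplification the pools were labelled with Cy3 or Cy5, and each of 5 comparisons set 1 pool against another on 10 arrays, 5 in each dye orientation, 50 arrays in all. The 10 arrays of a comparison are repeated hybridisations of the same 2 pools. Their standard errors and p-values therefore cover labelling and hybridisation error alone and compare 2 pools of RNA, not 2 conditions, and the spread between animals was not measured. Besides 1368 control spots each array held 22824 cDNA clones, and 8923 of these could be given a gene symbol. The authors scanned the slides, quantified the spots with fixed circles, normalized them by a procedure described elsewhere and screened for candidates with a two-sided one-sample t-test and thresholds of 1.414 on the fold and 1.423 on the Z-score. Here the scanned intensities were taken through normexp background correction with an offset of 50 and loess within each array, and each comparison was fitted with limma and a term for the dye orientation. A clone was counted as called where its mean ratio was at least 1.414-fold either way with a Benjamini-Hochberg adjusted p under 0.05 over the 22824 clones. On the 10 arrays that compared the non-stressed pools of the strains, the median spot intensity was 135 to 225 in Cy5 and 218 to 465 in Cy3, and 14.6% to 30.9% of the clones were brighter than the 95th percentile of the empty spots. The number of arrays limits the precision of every value. Log2 ratios are given in the direction of the labelled dyes, DBA/2J over C57BL/6J or stressed over non-stressed, and the published folds have the opposite sign in all 5 comparisons. In the published list for the non-stressed strains, 138 entries bear the name of a single clone, and 119 of them equal the mean of the authors' processed values within 0.005 with the sign turned, against 0 with the sign kept. Which of the 2 directions holds was not settled by the files, and the key genes are therefore given both ways.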

We first evaluated the differences of the two mouse strains in their basal expression profile in the PVN (see Fig. 1A for scheme of all comparisons). The microarray analysis revealed 670 genes with more than 1.4 fold difference in expression.

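Between the non-stressed pools, 367 clones were higher and 460 were lower in DBA/2J than in C57BL/6J by the labelled dyes, 827 of 22824 by limma. Among the called clones with a gene symbol Fam126b stood highest by the labelled dyes, at a log2 ratio of 2.88 (standard error 0.15, 10 of 10 arrays, adjusted p = 1.4e-07), and lowest with the sign turned, at -2.88. Next to it by the labelled dyes stood D10Bwg1379e, the first gene of Table 1, at 2.29 (standard error 0.15, 10 of 10 arrays, adjusted p = 1.3e-06). All 3 clones of Camk2n1, which encodes an inhibitor of calcium/calmodulin-dependent protein kinase II, were among the lowest by the labelled dyes, at -2.40 (standard error 0.14, adjusted p = 5.2e-07), -1.90 (standard error 0.15, adjusted p = 6.8e-06) and -1.75 (standard error 0.15, adjusted p = 2.2e-05). Med13l, a subunit of the Mediator complex of transcription, was lower at -1.95 (standard error 0.17, adjusted p = 2.2e-05) and Tmem100 at -1.72 (standard error 0.15, adjusted p = 2.2e-05). Of enzymes and carriers of metabolism, Fads1, a fatty acid desaturase, stood at -1.60 (standard error 0.14, adjusted p = 2.1e-05) and Slc25a12, the mitochondrial carrier of aspartate and glutamate, at -1.50 (standard error 0.13, adjusted p = 2.2e-05). Ext2, an enzyme of heparan sulfate synthesis, was higher at 1.36 (standard error 0.13, adjusted p = 3.6e-05) and Spock3, a proteoglycan, at 1.32 (standard error 0.17, adjusted p = 0.00066). With the sign turned, the higher of these clones become the lower ones and the reverse. The sign was the same on 10 of 10 arrays for each of them. With the 5 arrays of each dye orientation averaged into 1 before the fit, 119 clones were called, and the 5 arrays of one orientation or the other alone gave 35 or 140 calls.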

**Figure 1:**
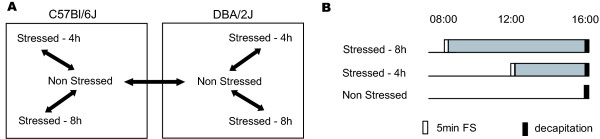
**Schematic outline of the expression comparisons and stress experiments**. A. Samples of non-stressed animals were compared to those of stressed animals (sacrificed either 4 h or 8 h later). Two mouse strains were used (C57BL/6J and DBA/2J). A comparison of basal expression was also included. B. C57BL/6J and DBA/2J mice were subjected to 5 min forced swimming (FS) either at 8:00 or at 12:00, and sacrificed 4 h (Stressed-4 h) or 8 h (Stressed-8 h) later at 16:00. Control mice were sacrificed at 16:00 without having been stressed (Non Stressed).

Among the most pronounced expression differences we identified genes with a variety of function, such as protein kinase activity, genes with extracellular ligand-gated ion channel activity, genes involved in protein homeostasis (e.g. ubiquitin-dependent protein catabolism, protein biosynthesis-, ribosome-, ribonucleoprotein complex-related genes), cell surface (defence response, peptide antigen binding, antigen presentation, endogenous peptide antigen), and chromosomal processes (chromosome segregation, response to DNA damage stimuli, mitosis, DNA repair, DNA metabolism, homologous chromosome segregation, cell cycle, cell division); examples are provided in table 1 (for the whole list see Additional File 1).

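The called genes of the cytosolic ribosome were mostly higher in the DBA/2J pool by the labelled dyes. Of 110 such clones, 16 were higher and 1 was lower by limma (21 and 2 when adjusted over the list alone), and 33 were higher and 9 lower at an unadjusted p under 0.05, with Rpl21 at a log2 ratio of 1.31 (standard error 0.13, adjusted p = 4.5e-05). Their median was 0.17 ± 0.07 (SD, n = 10 arrays, percentile 99.98) among 10000 random lists matched on intensity, a percentile that describes these pools and is not a test. Of 89 clones of mitochondrial ribosomal proteins, 2 were higher and 1 was lower, with Mrps18c at 1.40 (standard error 0.19, adjusted p = 0.00086). Of 226 clones of the proteasome and ubiquitin system, 4 were higher and 6 were lower, among them Usp46, a deubiquitinating enzyme, at -1.45 (standard error 0.16, adjusted p = 0.00015). Of 119 clones of voltage-gated and ligand-gated ion channels, 7 were higher and 3 were lower (10 and 3 when adjusted over the list alone), with a median of 0.08 ± 0.07 (SD, n = 10 arrays, percentile 98.96), 0.04 to 0.10 with any 1 array left out. Kcnj9, an inwardly rectifying potassium channel, stood at -1.06 (standard error 0.19, 9 of 10 arrays, adjusted p = 0.0061). Of 82 clones of vesicle release, 3 were higher and 3 were lower (4 and 4 when adjusted over the list alone), with a median of -0.05 ± 0.10 (SD, n = 10 arrays, percentile 2.08) that was 0.02 on the 5 arrays with the DBA/2J pool in Cy3 alone. Gnao1, the alpha subunit of the G protein Go, was 1 of 4 lower clones of G proteins, RGS proteins and adenylate cyclases out of 74, at -1.23 (standard error 0.12, adjusted p = 8.2e-05). Of 93 clones of the MAP kinase cascade, 0 were higher and 3 were lower, with Map2k4 at -0.72 (standard error 0.13, adjusted p = 0.0066), while the clone that Table 1 lists as Map3k12, named Pcbp2 in the array's own annotation, stood at 1.28 (standard error 0.17, adjusted p = 0.00074). Of 28 clones of class I and class II MHC, 3 were higher and 0 were lower, H2-Q1 at 1.28 (standard error 0.22, adjusted p = 0.0040), H2-DMb1 at 0.80 (standard error 0.16, 9 of 10 arrays, adjusted p = 0.0098) and B2m at 0.69 (standard error 0.13, adjusted p = 0.0087). Of 41 clones of mitosis and DNA repair, 2 were higher and 0 were lower, Pttg1, which encodes securin, at 1.32 (standard error 0.22, adjusted p = 0.0038) and Ccna2 at 0.75 (standard error 0.15, adjusted p = 0.0098). Of the 13 genes of Table 1, 12 were called. The exception was the App clone of that table at -0.53 (standard error 0.15, 8 of 10 arrays, adjusted p = 0.065).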

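Markers of cell types other than neurons also differed between these pools. Of 60 clones of astrocyte markers, 9 were higher and 0 were lower (10 and 0 when adjusted over the list alone), with a median of 0.15 ± 0.09 (SD, n = 10 arrays, percentile 98.97). Glul, the glutamine synthetase of astrocytes, stood at a log2 ratio of 1.08 (standard error 0.14, adjusted p = 0.00052). Of 51 clones of oligodendrocyte and myelin markers, 7 were higher and 3 were lower (8 and 4 when adjusted over the list alone), with a median of 0.14 ± 0.12 (SD, n = 10 arrays, percentile 99.88). Mbp, a major protein of myelin, was 2.14-fold higher (standard error of the log2 ratio 0.14, adjusted p = 0.00049), whereas Cnp, another myelin protein, was lower at -1.05 (standard error 0.14, adjusted p = 0.00076) and Gsn, which encodes gelsolin, at -0.88 (standard error 0.13, adjusted p = 0.0016). The Cnp call ended with print-tip loess and with the authors' processed values. Hbb-b1, an adult beta-globin of red blood cells, was higher at 1.05 (standard error 0.15, adjusted p = 0.0015) and accounted for both calls among 9 blood cell clones. Among 43 neuron marker clones, 1 was higher and 1 was lower, among 26 thalamus marker clones 2 and 2 (3 and 2 when adjusted over the list alone), among 21 microglia and macrophage clones 1 and 0, and among 16 clones of other hypothalamic and preoptic nuclei 0 and 1. For the 35 endothelial and mural cell clones, the 21 choroid plexus and ependyma clones and the 31 clones of cortex, hippocampus and striatum, limma called 0, against 7, 2 and 7 at an unadjusted p under 0.05 and 0 by the methods' t-test after adjustment. The endothelial and mural cell clones had a median of 0.14 ± 0.10 (SD, n = 10 arrays, percentile 97.91), which was 0.06 to 0.16 with any 1 array left out and -0.02 on the 5 arrays with the DBA/2J pool in Cy3 alone. The paper regards all genes that differ between the strains as candidates for explaining their different responses to some stressors.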

**Table 1:** Differentially expressed genes in the PVN between mouse strains (examples, +: higher, -: lower expressed in DBA/2J vs C57BL/6J)

GenBank ID	Gene symbol	Gene name	Fold regulation
AI845809	D10Bwg1379e	DNA segment, Chr 10, Brigham & Women's Genetics 1379 expressed	-5.22

AI666719	Luc7l2	LUC7-like 2 (S. cerevisiae)	-3.11

AA057995	Mrps18c	Mitochondrial ribosomal protein S18C	-3.07

AI893657	Map3k12	Mitogen activated protein kinase kinase kinase 12	-3.01

AI836990	Pttg1	Pituitary tumor-transforming 1	-2.93

AI661130	H2-Q1	Histocompatibility 2, Q region locus 1	-2.88

AI850098	Glul	Glutamate-ammonia ligase (glutamine synthase)	-2.83

AI428471	Spock3	Sparc/osteonectin, cwcv and kazal-like domains proteoglycan 3	-2.74

AI834783	Gabra1	Gamma-aminobutyric acid (GABA-A) receptor, subunit alpha 1	-2.04

AI842005	App	Amyloid beta (A4) precursor protein	1.44

AI846532	Gnao1	Guanine nucleotide binding protein, alpha o	2.19

AI838288	Kcnj9	Potassium inwardly-rectifying channel, subfamily J, member 9	2.7

AI852059	Usp46	RIKEN cDNA 1700112M01 gene	3

### ACTH and gene expression profiles after forced swimming

To determine transcriptional profiles after stress, mice had been subjected to forced swimming for 5 min at 8:00 h or 12:00 h and then decapitated at 16:00 h in order to isolate the brains for our microarray studies as previously described [21] (experimental plan depicted in Fig. 1B). In this previous study the impact of forced swim stress on stimulation of the HPA axis was evaluated by the determination of corticosterone (CORT) levels in the serum. In order to monitor the activation of the pituitary that responds to the CRF release, we also measured the ACTH levels. A set of animals of both strains was decapitated directly after stress exposure at 08:00 h and at 12:00 h (non stressed control animals were also included). The results show a clear increase for ACTH after stress in both mouse strains and at both time points selected in our study (Fig. 2), like previously also for CORT [21]. Thus, the pituitary as well as the adrenals responded immediately to the stressor. When animals were decapitated 4 h or 8 h after the stress, the levels of ACTH were not different from the non stressed controls, indicative of a functional negative feedback mechanism (Fig. 2). The levels in non-stressed and stressed animals were higher at 16:00 than in the morning though, most likely due to the circadian rhythm of the mice.

**Figure 2:**
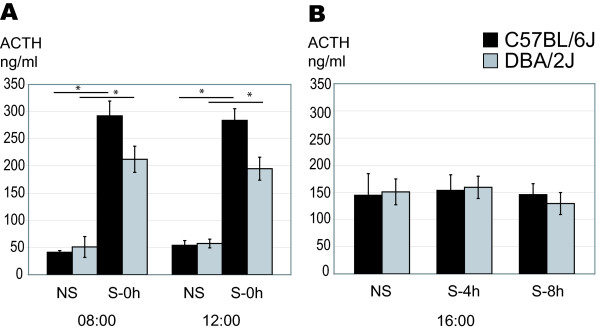
**Plasma ACTH concentrations of stressed and non stressed mice**. A. To monitor the ACTH stress response, a group of mice was stressed (S-0 h) and sacrificed immediately thereafter (at 8:00 or at 12:00) in parallel to a control non stressed group (NS). 5 min forced swimming caused an instantaneous induction of ACTH plasma levels in C57BL/6J and DBA/2J mice either at 8:00 or at 12:00; n = 5 for each condition. Data represent mean and SD. B. Plasma ACTH levels of non-stressed (NS) and stressed animals at the time of sacrifice i.e. 4 h and 8 h after stress (S-4 h, S-8 h) were determined and show no significant difference between groups; n = 10 for each condition. Data represent mean and SD. Brains of these animals were saved for microarray analysis.

To reveal gene expression differences, samples from non stressed mice were compared to samples from mice that had been stressed 4 h or 8 h before decapitation. 

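For the stress response, the pool of stressed animals of each strain was set against the pool of non-stressed animals of the same strain, 4 h or 8 h after 5 min of forced swimming, in 4 comparisons of 10 arrays each. Both times of a strain share 1 non-stressed pool, so that a chance peculiarity of that pool enters both. Median spot intensities in Cy5 were 211 to 295 for C57BL/6J at 4 h, 165 to 258 for C57BL/6J at 8 h, 154 to 193 for DBA/2J at 4 h and 192 to 277 for DBA/2J at 8 h. In Cy3 they were 239 to 491, 251 to 437, 278 to 458 and 307 to 450. The share of clones brighter than the 95th percentile of the empty spots differed between the comparisons, at 38.2% to 70.2% for C57BL/6J at 4 h, 16.9% to 39.6% for C57BL/6J at 8 h, 20.8% to 32.3% for DBA/2J at 4 h and 6.69% to 10.2% for DBA/2J at 8 h. Across clones, the mean log2 ratios of the 5 arrays of one dye orientation and of the 5 of the other correlated at -0.021, -0.261, -0.113 and 0.014 in these 4 comparisons, against 0.116 between the non-stressed strains, and clones are not independent replicates. The arrays of C57BL/6J at 4 h were scanned on 1 day, those of C57BL/6J at 8 h and DBA/2J at 4 h on 2 days and those of DBA/2J at 8 h on 3 days, partly following the dye orientation. Normalization, fit and thresholds were those used for the non-stressed strains.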

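In C57BL/6J mice 4 h after forced swimming, 4 clones were higher and 62 were lower in the stressed pool by the labelled dyes, 66 of 22824 by limma. Among the called clones with a symbol Ogfrl1 stood lowest by the labelled dyes, at a log2 ratio of -1.22 (standard error 0.17, adjusted p = 0.014), and highest with the sign turned, at 1.22. Arfgef1, an exchange factor for Arf GTPases, was lower at -1.07 (standard error 0.09, adjusted p = 0.0014), Zranb2, a splicing protein, at -0.96 (standard error 0.08, adjusted p = 0.0014) and Qk, an RNA-binding protein of myelinating cells, at -1.06 (standard error 0.13, adjusted p = 0.0065). Resp18, a protein of neuroendocrine secretory granules, was 1 of the 4 higher clones at 0.52 (standard error 0.08, adjusted p = 0.023). At 8 h, 18 clones were higher and 1 was lower, 19 in all. Insig1, which holds back the activation of sterol synthesis genes, was higher in 2 of its 3 clones at 1.34 (standard error 0.18, adjusted p = 0.015) and 1.14 (standard error 0.14, adjusted p = 0.0086). Serpinf1, a secreted neurotrophic factor, stood at 1.13 (standard error 0.14, adjusted p = 0.0086), Gpc4, a cell surface proteoglycan, at 1.05 (standard error 0.12, adjusted p = 0.0057) and Tacc1 at 0.98 (standard error 0.12, adjusted p = 0.0086). The lower clone was Bcl11b, a transcription factor of deep-layer cortical and striatal neurons and the 1 call among 31 clones of cortex, hippocampus and striatum, at -0.74 (standard error 0.11, adjusted p = 0.027). The signs were the same on 10 of 10 arrays for each of these clones. Leaving out any 1 of the 10 arrays left 16 to 42 calls at 4 h and 9 to 14 at 8 h. It ended the call of Ogfrl1 for 2 of the 10 arrays, that of the first Insig1 clone for 3 and those of Resp18 and Bcl11b for 9, and print-tip loess ended that of Resp18. With the arrays centred on their medians in place of loess, 34 clones were called at 8 h, 17 higher and 17 lower, and with the scan day as a block 55 were, although the estimated correlation within a day was negative, at -0.038. With all 50 arrays in one fit the counts were 125 and 197, and with the 5 arrays of each orientation averaged 0 and 2. The 5 arrays with the stressed pool in Cy5 alone gave 0 and 1 calls by limma at 4 h and 8 h, the 5 with it in Cy3 alone 0 and 42, whereas over all 10 arrays 2802 and 2117 clones had an unadjusted p under 0.05 and the methods' t-test called 103 and 39 after adjustment.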

In C57BL/6J mice, 123 genes were ≥1.4 fold regulated 4 h after stress and 88 genes 8 h after stress. 

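In DBA/2J mice 4 h after forced swimming, 3 clones were higher and 32 were lower in the stressed pool by the labelled dyes, 35 in all. Among the called clones with a symbol Vamp2, a vesicle protein of neurotransmitter release, stood lowest by the labelled dyes at a log2 ratio of -1.32 (standard error 0.15, adjusted p = 0.0094), and highest with the sign turned, at 1.32. Map1lc3a, an autophagy protein, was lower at -1.12 (standard error 0.14, adjusted p = 0.010), and Nmt1, which attaches myristate to proteins such as G protein alpha subunits, was lower in 2 of its 3 clones, the weaker of these standing at -0.96 (standard error 0.13, adjusted p = 0.011). Brsk2, a kinase of neuronal polarity, stood at -0.98 (standard error 0.13, adjusted p = 0.011) and Snrpn at -0.92 (standard error 0.13, adjusted p = 0.011). Clpx, the ATPase of a mitochondrial protease, was 1 of the 3 higher clones at 1.06 (standard error 0.18, adjusted p = 0.031), a call that ended without background subtraction, with print-tip loess, with the authors' processed values and when any 1 of 8 arrays was left out. At 8 h, 18 clones were higher and 18 were lower, 36 in all. Prc1, a protein of cytokinesis, was higher at 0.79 (standard error 0.11, 9 of 10 arrays, adjusted p = 0.024), Ctso, which encodes cathepsin O, at 0.68 (standard error 0.08, adjusted p = 0.024), Hcst, an adaptor of immune cell receptors, at 0.64 (standard error 0.10, adjusted p = 0.043) and 1700026J12Rik at 1.02 (standard error 0.17, adjusted p = 0.047). Cd200, a surface protein that restrains microglia, was lower at -0.60 (standard error 0.09, adjusted p = 0.039) and Canx, a chaperone of the endoplasmic reticulum, at -0.58 (standard error 0.09, adjusted p = 0.039). Apart from Prc1, each of these clones had the same sign on 10 of 10 arrays. Leaving out any 1 of the 10 arrays left 12 to 17 calls at 4 h and 1 call, a clone of Ptges3, at 8 h. Print-tip loess ended the calls of Canx, Hcst and 1700026J12Rik, no background subtraction those of the latter 2 and the authors' processed values that of 1700026J12Rik. The 5 arrays of either dye orientation alone gave 0 calls by limma at both times, whereas over all 10 arrays 2434 and 2748 clones had an unadjusted p under 0.05 and the methods' t-test called 84 and 89 after adjustment. With the scan day as a block the counts were 290 and 132, although the estimated correlation within a day was negative, at -0.041 and -0.075. With all 50 arrays in one fit the counts were 355 and 114, without the dye term 21 and 9, and with the 5 arrays of each orientation averaged 0 and 0. The split at 8 h was 32 higher and 64 lower with median centring and 15 and 32 with the authors' processed values, and that at 4 h was 15 and 60 with the latter.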

In DBA/2J mice, 185 genes and 96 genes were regulated at the respective time points. (Additional File 2, 3, 4 and 5).

Examples of the most interesting regulated genes are highlighted in tables 2, 3, 4, 5: In C57BL/6J mice, among the genes regulated 4 h after stress we distinguish phosphodiesterase 1C (PDE1C), Mitogen-activated protein kinase kinase kinase kinase 3 (MAP4K3) and polymerase (DNA directed) delta 1, catalytic subunit (POLD1) (see Table 2). 

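Pde1c, a phosphodiesterase activated by calcium and calmodulin, was higher in the C57BL/6J pool 4 h after stress by the labelled dyes at a log2 ratio of 0.53 (standard error 0.08, 10 of 10 arrays, adjusted p = 0.025), while another clone stood at -0.11 (standard error 0.19, 5 of 10 arrays, adjusted p = 0.88). Pold1, the catalytic subunit of DNA polymerase delta, was lower at -0.66 (standard error 0.10, 10 of 10 arrays, adjusted p = 0.024) and was the 1 call among 41 clones of mitosis and DNA repair (2 when adjusted over the list alone). Map4k3, a kinase upstream of the MAP kinase cascade, stood at -0.49 (standard error 0.10, 10 of 10 arrays, adjusted p = 0.068) and was not called. Of 93 clones of that cascade limma called 0, with 3 higher and 7 lower at an unadjusted p under 0.05 and 0 by the methods' t-test after adjustment. Of the other genes of Table 2, Cacna1a, the pore of the P/Q-type calcium channel, was lower at -0.75 (standard error 0.11, adjusted p = 0.019), and Bag4, which binds Hsc70, at -1.01 (standard error 0.16, adjusted p = 0.025). Pstk, an enzyme of selenocysteine synthesis, was higher at 0.68 (standard error 0.10, adjusted p = 0.017). In all, 9 of the 14 genes of Table 2 that were matched to a clone were called and 11 reached 1.414-fold, each with the sign opposite to the table's. The Pde1c call ended when any 1 of 9 arrays was left out, the Pold1 and Bag4 calls for any 1 of 8, that of Cacna1a for any 1 of 6 and that of Pstk for any 1 of 4.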

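Hspca, which encodes the chaperone Hsp90 alpha, was higher in the C57BL/6J pool 8 h after stress by the labelled dyes at a log2 ratio of 0.81 (standard error 0.13, 10 of 10 arrays, adjusted p = 0.045). The call ended when any 1 of the 10 arrays was left out, without background subtraction and with median centring. Gnao1, encoding the alpha subunit of Go, stood at -0.62 (standard error 0.12, 10 of 10 arrays, adjusted p = 0.10) and Rgs2, a protein that shortens G protein signalling, at -0.62 (standard error 0.11, 10 of 10 arrays, adjusted p = 0.056), and neither was called. Of 74 clones of G proteins, RGS proteins and adenylate cyclases, limma called 0 (0 higher and 2 lower when adjusted over the list alone), with 2 higher and 9 lower at an unadjusted p under 0.05 and 1 by the methods' t-test after adjustment. Of the 17 genes listed in Table 3, 4 were called and 16 reached 1.414-fold, each with the sign opposite to the table's.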

In the group of genes regulated 8 h after stress we noticed heat shock protein 1, alpha (Hspca), Guanine nucleotide binding protein, alpha o (GNAO1) and the regulator of G-protein signaling 2 (RGS2) (see Table 3).

**Table 2:** Examples of genes that are up- or down-regulated 4 h after stress in C57BL/6J mice

GenBank ID	Gene symbol	Gene name	Fold regulation
AI255458	Ambp	Alpha 1 microglobulin/bikunin	-1.98

AI842824	Pstk	Phosphoseryl-tRNA kinase	-1.66

AI853074	Pde1c	Phosphodiesterase 1C	-1.5

AI853855	Ndufa8	NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 8	-1.45

AI836325	Pak2	P21 (CDKN1A)-activated kinase 2	-1.44

AI844849	Cadps	Ca < 2+ > dependent activator protein for secretion	1.42

AI427715	Map4k3	Mitogen-activated protein kinase kinase kinase kinase 3	1.43

AI847671	Cab39	Calcium binding protein 39	1.52

AI836406	Ubqln2	Ubiquilin 2	1.57

AI465497	Dpysl2	Dihydropyrimidinase-like 2	1.58

AI851668	Pold1	Polymerase (DNA directed), delta 1, catalytic subunit	1.65

AI848676	Ubl3	Ubiquitin-like 3	1.7

AI848690	Cacna1a	Calcium channel, voltage-dependent, P/Q type, alpha 1A subunit	1.76

AA433755	Bag4	BCL2-associated athanogene 4	2.03

AI845595	Ogfrl1	Opioid growth factor receptor-like 1	2.59

**Table 3:** Examples of Genes up- or down-regulated 8 h after stress in C57BL/6J mice

GenBank ID	Gene symbol	Gene name	Fold regulation
AI661341	Adam10	A disintegrin and metalloprotease domain 10	-2.66

AI852787	Insig1	Insulin induced gene 1	-2.56

AK049469	Baiap2	Brain-specific angiogenesis inhibitor 1-associated protein 2	-2.34

AI666719	Luc7l2	LUC7-like 2 (S. cerevisiae)	-2.16

AI841344	Hspca	Heat shock protein 1, alpha	-1.97

AI414590	Srpk2	Serine/arginine-rich protein specific kinase 2	-1.91

AI838689	Ptp4a2	Protein tyrosine phosphatase 4a2	-1.69

AI841196	Gja12	Gap junction membrane channel protein alpha 12	-1.59

AI848233	Spry2	Sprouty homolog 2 (Drosophila)	-1.58

AI847890	Plp1	Proteolipid protein (myelin) 1	-1.42

AI854312	Kif3b	Kinesin family member 3B	1.45

AI841804	Nme1	Expressed in non-metastatic cells 1, protein	1.47

AI846532	Gnao1	Guanine nucleotide binding protein, alpha o	1.51

AI324856	Idh3b	Isocitrate dehydrogenase 3 (NAD+) beta	1.53

AI839703	Scn4b	Sodium channel, type IV, beta	1.57

AI847923	Rgs2	Regulator of G-protein signaling 2	1.61

AI837318	Abcf2	ATP-binding cassette, sub-family F (GCN20), member 2	1.77

**Table 4:** Examples of Genes up- or down-regulated 4 h after stress in DBA/2J mice

GenBank ID	Gene symbol	Gene name	Fold regulation
10357	Hhex	Hematopoietically expressed homeobox	-2.05

13913	Ppp3cb	Protein phosphatase 3, catalytic subunit, beta isoform	-1.84

7804	Pbef1	Pre-B-cell colony-enhancing factor 1	-1.65

5652	Nr3c1	Nuclear receptor subfamily 3, group C, member 1	-1.55

6999	Rps6	Ribosomal protein S6	-1.52

10119	Bmp6	Bone morphogenetic protein 6	-1.44

4373	Prkcz	Protein kinase C, zeta	1.71

18990	Trh	Thyrotropin releasing hormone	1.75

1377	Ina	Internexin neuronal intermediate filament protein, alpha	1.84

19152	Nfatc1	Nuclear factor of activated T-cells, cytoplasmic, calcineurin-dependent 1	1.92

9897	Gnai2	Guanine nucleotide binding protein, alpha inhibiting 2	2.11

349	Mapk3	Mitogen activated protein kinase 3	2.15

2405	Nmt1	N-myristoyltransferase 1	2.29

16726	Vamp2	Vesicle-associated membrane protein 2	2.43

12438	Map1lc3a	Microtubule-associated protein 1 light chain 3 alpha	2.47

**Table 5:** Examples of Genes up- or down-regulated 8 h after stress in DBA/2J mice

GenBank ID	Gene symbol	Gene name	Fold regulation
AI327089	Homer3	Homer homolog 3 (Drosophila)	-2.26

AI465481	Za20d2	Zinc finger, A20 domain containing 2	-2.07

AA617397	Chd4	Chromodomain helicase DNA binding protein 4	-2.02

AA024364	Slc6a12	Solute carrier family 6 (neurotransmitter transporter, betaine/GABA), member 12	-1.85

AA038810	Prc1	Protein regulator of cytokinesis 1	-1.72

AA266744	Tlr7	Toll-like receptor 7	-1.64

AI449276	Ctso	Cathepsin O	-1.49

AI854447	Set	SET translocation	1.42

AI451561	Tcf7l2	Transcription factor 7-like 2, T-cell specific, HMG-box	1.47

BE283555	Hspa1a	Heat shock protein 1A	1.54

W10526	Cacng1	Calcium channel, voltage-dependent, gamma subunit 1	1.56

AI447986	Nfia	Nuclear factor I/A	1.59

AI845883	Tebp	Telomerase binding protein, p23	1.61

AI843768	App	Amyloid beta (A4) precursor protein	1.64

AI843786	Cdkn1b	Cyclin-dependent kinase inhibitor 1B (P27)	1.66

AI661341	Adam10	A disintegrin and metalloprotease domain 10	1.53

AI836959	Adam10	A disintegrin and metalloprotease domain 10	1.43

In DBA/2J mice, among the genes regulated 4 h after stress, mitogen activated protein kinase 3 (MAPK3), Guanine nucleotide binding protein, alpha inhibiting 2 (GNAi2), nuclear factor of activated T-cells, cytoplasmic, calcineurin-dependent 1 (NFATC1) were most striking (Table 4), while among the genes regulated 8 h after stress Amyloid beta (A4) precursor protein (APP), cyclin-dependent kinase inhibitor 1B (P27) (CDKN1B), Transcription factor 7-like 2, T-cell specific, HMG-box (TCF7L2) were most prominent (Table 5).

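Gnai2, the alpha subunit of an inhibitory G protein, stood at a log2 ratio of -0.99 (standard error 0.17, 9 of 10 arrays, adjusted p = 0.035) in the DBA/2J pool 4 h after stress. This is a fold of -1.99 by the labelled dyes and of 1.99 with the sign turned, where the paper reports 2.11. It was the 1 call among 74 clones of G proteins, RGS proteins and adenylate cyclases, and it ended when any 1 of 9 arrays was left out and without background subtraction. Mapk3, the kinase Erk1, stood at -0.84 (standard error 0.19, 9 of 10 arrays, adjusted p = 0.10) and the Nfatc1 clone of Table 4, a transcription factor activated by calcineurin, at -0.70 (standard error 0.16, 9 of 10 arrays, adjusted p = 0.12), and neither was called. Of 93 clones of the MAP kinase cascade limma called 0 (0 higher and 2 lower when adjusted over the list alone), with 6 higher and 8 lower at an unadjusted p under 0.05 and 0 by the methods' t-test after adjustment. Trh, the thyrotropin-releasing hormone made by PVN neurons, was lower at -0.75 (standard error 0.12, adjusted p = 0.031), a call that ended when any 1 of the 10 arrays was left out and without background subtraction. At 8 h, the App clone of Table 5 stood at -0.68 (standard error 0.12, 10 of 10 arrays, adjusted p = 0.056), a fold of -1.60 by the labelled dyes and of 1.60 with the sign turned, where the paper reports 1.64, and was not called. Cdkn1b, the cell cycle inhibitor p27, was lower at -0.72 (standard error 0.08, 10 of 10 arrays, adjusted p = 0.024) and Tcf7l2, a transcription factor of Wnt signalling, at -0.52 (standard error 0.08, 10 of 10 arrays, adjusted p = 0.047), calls that both ended when any 1 of the 10 arrays was left out, the latter also without background subtraction. Tcf7l2 is also a marker of the thalamus, and the 26 thalamus marker clones had a median of -0.14 ± 0.12 (SD, n = 10 arrays, percentile 0.47) at 8 h in DBA/2J, -0.18 to -0.09 with any 1 array left out. Of the clones that Tables 4 and 5 list, 6 of 15 and 7 of 17 were called, each with the sign opposite to the tables'.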

### The reaction to stress on the transcriptome level differs between mouse strains and displays phases

To gain more insight into the potential functions of the regulated genes, each set of regulated genes was sorted according to their ontology. 

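In C57BL/6J at 4 h, lists of biosynthesis and respiration had medians slightly above 0 by the labelled dyes. The 110 clones of cytosolic ribosomal proteins had a median log2 ratio of 0.15 ± 0.03 (SD, n = 10 arrays, above all 10000 random lists), the 126 of oxidative phosphorylation 0.11 ± 0.05 (SD, n = 10 arrays, above all 10000 random lists) and the 89 of mitochondrial ribosomal proteins 0.07 ± 0.05 (SD, n = 10 arrays, percentile 99.33), 0.12 with the authors' processed values. No single clone of these lists was called by limma, with 37 and 2, 27 and 5 and 13 and 2 higher and lower at an unadjusted p under 0.05 and 0 by the methods' t-test after adjustment. Markers of astrocytes had a median of 0.13 ± 0.06 (SD, n = 10 arrays, percentile 99.99) over 60 clones although the 1 called clone, Gpm6b, was lower at -0.65 (standard error 0.10, adjusted p = 0.021) (2 lower when adjusted over the list alone), and blood cell markers had a median of 0.19 ± 0.13 (SD, n = 10 arrays, percentile 98.42). Clones of vesicle release had a median of 0.07 ± 0.06 (SD, n = 10 arrays, percentile 99.69), with Napg lower at -0.56 (standard error 0.08, adjusted p = 0.021) as the 1 call (2 when adjusted over the list alone). Leaving out any 1 array gave medians of 0.06 to 0.12 for oxidative phosphorylation, 0.06 to 0.11 for mitochondrial ribosomal proteins and 0.04 to 0.08 for vesicle release. Of 226 clones of the proteasome and ubiquitin system 0 were higher and 2 were lower (0 and 4 when adjusted over the list alone), the ubiquitin-like Ubl3 at -0.85 (standard error 0.09, adjusted p = 0.0049) and the proteasome shuttle Ubqln2 at -0.68 (standard error 0.10, adjusted p = 0.021). The calls of Gpm6b and Napg ended when any 1 of 8 arrays was left out and that of Ubqln2 for any 1 of 7. At 8 h in C57BL/6J, the 28 clones of class I and class II MHC had a median of 0.13 ± 0.12 (SD, n = 10 arrays, percentile 99.29) and the 21 markers of choroid plexus and ependyma one of 0.16 ± 0.19 (SD, n = 10 arrays, percentile 99.08), with 0 calls by limma in both, 2 higher and 0 lower at an unadjusted p under 0.05 in each and 0 by the methods' t-test after adjustment. The clones of the proteasome and ubiquitin system then had a median of -0.04 ± 0.03 (SD, n = 10 arrays, percentile 2.34), -0.04 to -0.02 with any 1 array left out and -0.01 on the 5 arrays with the stressed pool in Cy3 alone, with 0 calls by limma (1 higher when adjusted over the list alone), 10 and 11 higher and lower at an unadjusted p under 0.05 and 0 by the methods' t-test after adjustment.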

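In DBA/2J at 4 h, the called genes of vesicle release and of the cytoskeleton were lower by the labelled dyes. Of 82 clones of vesicle release 3 were lower and 0 were higher (11 and 1 when adjusted over the list alone), with a median of -0.08 ± 0.08 (SD, n = 10 arrays, percentile 0.57). Beside Vamp2 these were Cplx2, which clamps vesicle fusion, at -0.83 (standard error 0.13, adjusted p = 0.027) and the vesicle protein Syt4 at -0.70 (standard error 0.12, adjusted p = 0.031). Of 162 clones of the cytoskeleton and its motors 2 were lower and 0 were higher (6 and 0 when adjusted over the list alone), among them Actb, beta-actin, at -0.82 (standard error 0.12, adjusted p = 0.012), with a median of -0.04 ± 0.09 (SD, n = 10 arrays, percentile 1.69) that was 0.05 on the 5 arrays with the stressed pool in Cy3 alone. Ncdn, a neuronal protein and the 1 call among 43 neuron marker clones, stood at -0.94 (standard error 0.12, adjusted p = 0.011) (2 lower when adjusted over the list alone). Astrocyte markers had a median of -0.08 ± 0.11 (SD, n = 10 arrays, percentile 1.32) and clones of cholesterol and sterol synthesis one of 0.10 ± 0.10 (SD, n = 10 arrays, percentile 98.71), with 0 calls by limma (1 and 3 and 2 and 2 higher and lower when adjusted over the list alone), 4 and 10 and 5 and 5 higher and lower at an unadjusted p under 0.05 and 0 by the methods' t-test after adjustment. On the 5 arrays with the stressed pool in Cy3 alone these medians were 0.01 and -0.03, with any 1 array left out they were -0.08 to -0.02 and 0.03 to 0.11, and that of the cytoskeleton was -0.06 to -0.02, and without background subtraction the calls of Cplx2 and Syt4 ended. Leaving out 1 array ended the call of Cplx2 for 9 of the 10 arrays, that of Syt4 for all 10 and that of Actb for 1. The 41 clones of mitosis and DNA repair had a median of -0.08 ± 0.13 (SD, n = 10 arrays, percentile 1.92), -0.12 to -0.0049 with any 1 array left out, with 0 calls by limma, 0 and 4 higher and lower at an unadjusted p under 0.05 and 0 by the methods' t-test after adjustment, and the median changed sign with the stressed pool in Cy5 alone and with the authors' processed values. At 8 h in DBA/2J, clones of cytosolic ribosomal proteins had a median of 0.13 ± 0.06 (SD, n = 10 arrays, above all 10000 random lists), 0.06 with median centring, clones of mitochondrial ribosomal proteins one of 0.06 ± 0.07 (SD, n = 10 arrays, percentile 97.66), 0.04 to 0.10 with any 1 array left out, and clones of cholesterol synthesis, heat shock proteins and chaperones lower medians of -0.11 ± 0.06 (SD, n = 10 arrays, percentile 0.16) and -0.08 ± 0.07 (SD, n = 10 arrays, percentile 0.43). Of the 65 heat shock and chaperone clones 4 were lower and 0 were higher, 2 of Ptges3, 1 of Canx and 1 of Hspa1b. The calls of Canx, Hspa1b and 1 of the Ptges3 clones ended when any 1 of the 10 arrays was left out. For the cytosolic and mitochondrial ribosomal and the cholesterol lists limma called 0 (2 lower of the last when adjusted over the list alone), with 27 and 5, 1 and 1 and 4 and 11 higher and lower at an unadjusted p under 0.05 and 0, 0 and 2 by the methods' t-test after adjustment. Blood cell markers had a median of 0.23 ± 0.28 (SD, n = 10 arrays, percentile 99.5) over 9 clones, 0.12 to 0.30 with any 1 array left out. Cpe, which trims neuropeptide precursors, was lower at -0.60 (standard error 0.08, adjusted p = 0.024) and was the 1 call among 32 clones of PVN and hypothalamic neuropeptides (3 when adjusted over the list alone), a call that ended when any 1 of the 10 arrays was left out and with print-tip loess.

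**Figure D1:**
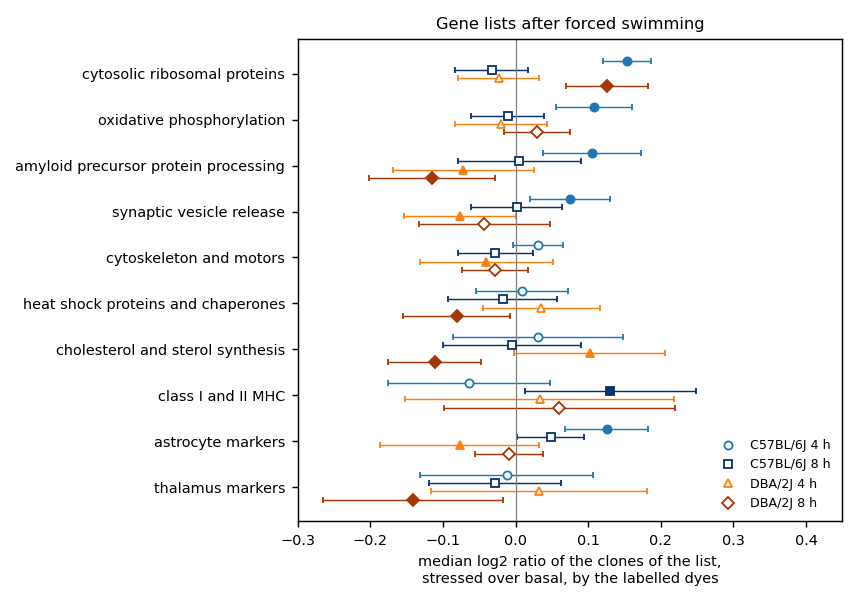
Median log2 ratio, stressed over non-stressed by the labelled dyes, of the clones of 10 gene lists in each strain at 4 h and 8 h after forced swimming. Bars are the SD over 10 arrays and filled symbols mark medians outside the central 95% of random lists, such as cytosolic ribosomal proteins at 4 h in C57BL/6J and at 8 h in DBA/2J.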

Genes coding for mitochondrial, biosynthetic and metabolic molecules, receptors, signal transduction molecules, transcription and mRNA processing molecules, ion channels and ion transport molecules, vesicular transport molecules and cytoskeleton components are highly represented (Table 6). While the proportion of receptors and signal transduction molecules decreased between 4 h and 8 h after stress, the proportion of mitochondrial, biosynthetic and metabolic proteins increased in both mouse strains.

**Table 6:** Ontologically sorted genes regulated 4 h and 8 h after stress

Ontology	C57BL/6 Stress-4 h	C57BL/6 Stress-8 h	DBA/2J Stress-4 h	DBA/2J Stress-8 h
mitochondrial, biosynthetic and metabolic proteins	**16%**	**20%**	**24%**	**33%**

vesicular transport and components of cytoskeleton	14%	8%	21%	9%

receptors and signal transduction molecules	14%	19%	11%	13%

transcription and mRNA molecules	8%	11%	17%	13%

ion channels and ion transport	9%	17%	3%	6%

molecules with other function	39%	25%	24%	26%

These observations suggested that the main focus of expression regulation after stress is shifted over time. To further address the question of the durability of the gene expression changes, we compared the genes regulated at 4 h with those regulated at 8 h after stress for each mouse strain. Surprisingly, the set of regulated genes completely changed from 4 h to 8 h after stress in both mouse strains (Table 7). 

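No clone was called by limma at both 4 h and 8 h, 0 of the 66 and 19 called in C57BL/6J and 0 of the 35 and 36 called in DBA/2J. At 1.414-fold and an unadjusted p under 0.05 from limma, 24 clones were shared in C57BL/6J, 13 in the same direction, and 21 in DBA/2J, 11 in the same direction. The methods' t-test gave 15 and 12 shared clones without adjustment and 1 and 0 after it. Independent lists of these lengths would share 0.00587 clones in the same direction and 0.0491 in opposite directions in C57BL/6J, and 0.0276 of each kind in DBA/2J, so that lists this short share almost nothing by chance. Over all 22824 clones, the log2 ratios at 4 h and 8 h correlated at 0.018 in C57BL/6J (covariance 0.00093) and at 0.0076 in DBA/2J (covariance 0.00042). The values simulated with no effect and hybridisation error alone were 0.0036 (covariance 0.00014) and -0.0041 (covariance -0.00017), and with the spread of the shared non-stressed pool at its largest they were 0.199 (covariance 0.0125) and 0.192 (covariance 0.0124). With the stressed pool in Cy5 alone the observed correlations were 0.142 in C57BL/6J and 0.076 in DBA/2J, and in Cy3 alone 0.110 and 0.040. With median centring they were 0.0076 and 0.032. Tested directly, 113 clones differed between 8 h and 4 h in C57BL/6J, 87 higher and 26 lower at 8 h, and 229 in DBA/2J, 128 of them higher at 8 h. Leaving out any 1 array number left 46 to 61 and 76 to 112. Without the dye term 44 and 74 were called, with the replicate number as a block 15 and 0, with the 5 arrays of each orientation averaged 0 and 0, and with all 50 arrays in one fit 180 and 373. With median centring the split in C57BL/6J was 53 higher and 43 lower. From the lack of shared genes the paper concludes that the transcriptome of the PVN reacts to stress in phases, with other genes regulated at 8 h than at 4 h.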

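Of the 66 clones called at 4 h in C57BL/6J, 64 were under 1.414-fold at 8 h, 1 was at that fold in the same direction and 1 in the opposite one. All 35 clones called at 4 h in DBA/2J were under 1.414-fold at 8 h. In the reverse direction, all 19 clones called at 8 h in C57BL/6J and 35 of the 36 in DBA/2J had been under that fold at 4 h, the remaining clone having moved the same way. The difference between the times was itself called by limma for 25 of the 66 and 15 of the 19 clones in C57BL/6J and for 27 of the 35 and 13 of the 36 in DBA/2J. For the other clones the test did not tell the times apart.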

Genes that responded to the stressor after 4 h showed normalized expression levels (i.e. less than 1.4 fold regulation) after 8 h, while other genes showed up as regulated at that time (Table 7). 

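At 4 h, 0 clones were called by limma in both strains, against 24 at 1.414-fold and an unadjusted p under 0.05, 8 in the same direction and 16 in opposite ones, and 16 by the methods' t-test without adjustment and 0 after it. The difference between the strains was tested directly over the 20 arrays and called for 535 clones, 264 higher and 271 lower in DBA/2J by the labelled dyes, with 310 to 388 when any 1 array number was left out, 274 without the dye term, 127 with the replicate number as a block and 0 with the 5 arrays of each orientation averaged. Vamp2, the vesicle protein, differed by a log2 of -1.65 (standard error 0.17, adjusted p = 3.4e-05) and Trh, the releasing hormone, by -1.08 (standard error 0.15, adjusted p = 0.00032), while Pold1 of DNA replication differed by 0.85 (standard error 0.17, adjusted p = 0.0077) in the other direction. Of the 66 clones called in C57BL/6J, 60 were under 1.414-fold in DBA/2J, 6 were at that fold in the opposite direction, and 48 differed between the strains by the test. Of the 35 called in DBA/2J, all 35 were under that fold in C57BL/6J and 33 differed by the test. Across clones the log2 ratios of the strains correlated at -0.092 at 4 h. This correlation was -0.014 with the stressed pool in Cy5 alone and 0.022 with it in Cy3 alone. Arrays of a single orientation cannot separate the dye effect of a clone from its ratio, so that these values do not test the sign. With both orientations it was -0.093 with print-tip loess, -0.100 with median centring, -0.059 without background subtraction and -0.080 with the authors' processed values. With median centring the strain difference was called for 223 higher and 351 lower clones.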

We also observed that the stress-induced changes of the PVN transcriptome were entirely different between C57BL/6J and DBA/2J mice. 

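8 h after stress, 5 clones were called in both strains, and 4 of them moved in opposite directions. Ptges3, the Hsp90 co-chaperone p23, was higher in C57BL/6J at a log2 ratio of 1.60 (standard error 0.11, adjusted p = 8.6e-05) and lower in DBA/2J at -0.88 (standard error 0.08, adjusted p = 0.0070). A second clone of Ptges3, listed as Tebp, stood at 0.78 (standard error 0.12, adjusted p = 0.038) and -0.70 (standard error 0.08, adjusted p = 0.024). Adam10, a membrane protease, was higher in C57BL/6J at 1.21 (standard error 0.12, adjusted p = 0.0011) and lower in DBA/2J at -0.66 (standard error 0.09, adjusted p = 0.025), and Snap25, a protein of vesicle fusion, stood at 0.89 (standard error 0.12, adjusted p = 0.015) and -0.56 (standard error 0.08, adjusted p = 0.034). The fifth, a clone without a gene symbol, was higher in both, at 0.77 and 0.53. These directions are by the labelled dyes, and turning the sign of all arrays leaves the opposition as it is. At 1.414-fold and an unadjusted p under 0.05 from limma, 33 clones were shared, 15 in the same direction and 18 in opposite ones, and across all clones the log2 ratios of the strains correlated at 0.030. This correlation was 0.094 with the stressed pool in Cy5 alone and 0.117 with it in Cy3 alone. Independent lists of 19 and 36 clones would share 0.0150 clones in opposite directions and 0.0150 in the same one. The difference between the strains at 8 h was called by limma for 137 clones, 47 higher and 90 lower in DBA/2J, including the 4 opposed clones, and for 85 to 103 with any 1 array number left out, 85 without the dye term, 30 with the replicate number as a block, 1 with the 5 arrays of each orientation averaged and 216 with all 50 arrays in one fit. Of the 19 clones called in C57BL/6J, 7 were at 1.414-fold in the opposite direction in DBA/2J and 1 in the same, and of the 36 called in DBA/2J 4 and 2 were so in C57BL/6J. Leaving out any 1 of the 10 arrays left 1 shared clone, that of Ptges3, and 3 were shared without background subtraction. The second clone of Ptges3 lost its call in C57BL/6J without background subtraction and with median centring.

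**Figure D2:**
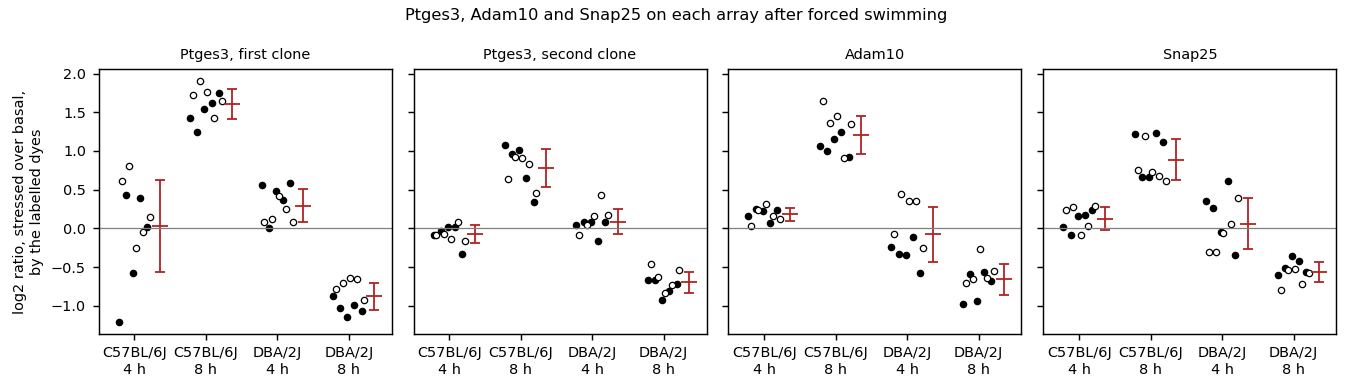
Log2 ratio, stressed over non-stressed by the labelled dyes, of 4 clones on each of the 10 arrays per strain and time, with the stressed pool in Cy5 (filled) or Cy3 (open) and the mean and SD of the 10 arrays in red. At 8 h all 4 clones lie above 0 in C57BL/6J and below 0 in DBA/2J on 10 of 10 arrays.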

Interestingly though, a convergence was apparent 8 h after stress (Table 7).

**Table 7:** Number of genes regulated 4 h and 8 h after stress in C57BL/6J or DBA/2J

	Stressed - 4 h	*common S4 h - S8 h*	Stressed - 8 h
**C57BL/6**	123	1	88

***common between C57BL/6 and DBA/2J***	0		7

**DBA/2J**	185	0	96

### Possible signalling pathways elicited after forced swimming in the PVN

The observation that the percentage of receptors and signalling molecules among the regulated genes decreased from 4 h to 8 h after stress (Table 6), together with the phased reaction of the transcriptome to stress (Table 7), led us to hypothesise that genes regulated at 4 h have pathway connections to genes regulated at 8 h. Employing a pathway building program to test this hypothesis, we identified links between genes responding at 4 h and genes responding at 8 h. For example, GNAi2, found to be up-regulated 4 h after stress in DBA/2J mice, is upstream of APP, which is up-regulated 8 h after stress. Additionally, NFATC1, found to be up-regulated 4 h after stress, is upstream of heat shock protein 70, HSPAIA (HSP70), which increases 8 h after stress (Fig. 3A).

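A second clone of Gnai2 stood at a log2 ratio of -0.27 (standard error 0.17, 8 of 10 arrays, adjusted p = 0.62) in DBA/2J at 4 h and was not called. At 8 h the first clone was at 0.37 (standard error 0.19, 8 of 10 arrays, adjusted p = 0.48), and the App clone of Table 5 had been at -0.31 (standard error 0.13, 8 of 10 arrays, adjusted p = 0.42) at 4 h, neither of them called. The test of the difference between 8 h and 4 h gave 1.36 (standard error 0.26, adjusted p = 0.014) for the first Gnai2 clone and -0.37 (standard error 0.17, adjusted p = 0.38) for that App clone, the former a call that ended when any 1 of 6 arrays of each comparison was left out. In the paper, real-time PCR of RNA that was not pooled gives an increase of Gnai2 at 4 h and of App at 8 h (Fig. 4A and Fig. 4B), and in situ hybridization, given there as data not shown, an increase too. These measurements, which were not analysed here, run with the published folds and against the labelled dyes. The PCR used RNA from the original punctures, so that it bears on the direction in the same tissue. It covers these genes alone, and it did not itself test which dye each pool carried on the arrays. From a lower share of receptors and signalling molecules at 8 h, which its text reads from Table 6 although the table's shares are higher at 8 h, together with the phased reaction, the paper proposes pathway connections between genes regulated at 4 h and genes regulated at 8 h, and it takes the link that a pathway program draws from Gnai2 to App as an example.

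**Figure D3:**
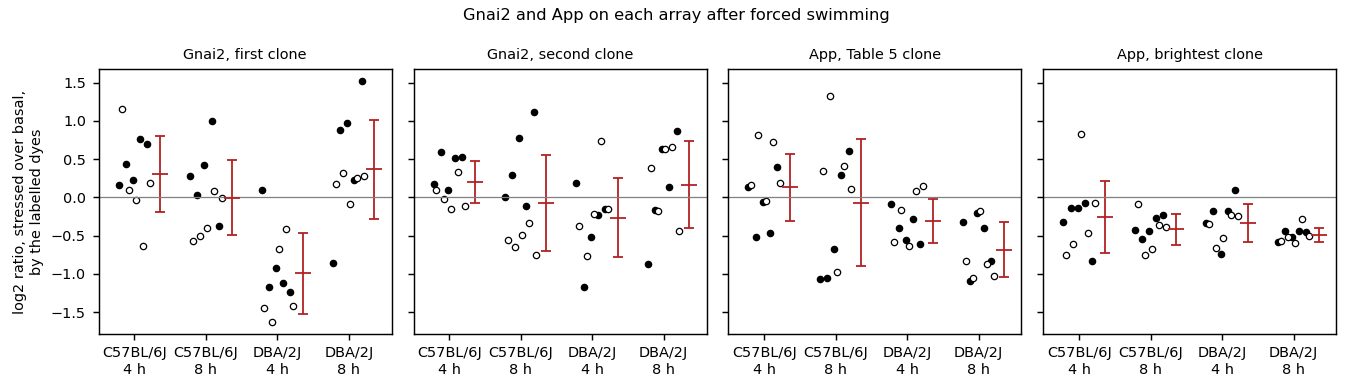
Log2 ratio, stressed over non-stressed by the labelled dyes, of 2 clones of Gnai2 and 2 of App on each of the 10 arrays per strain and time, with the stressed pool in Cy5 (filled) or Cy3 (open) and the mean and SD of the 10 arrays in red. The first Gnai2 clone lies below 0 on 9 of 10 arrays in DBA/2J at 4 h, and both App clones on 10 of 10 in DBA/2J at 8 h, the brighter App clone also on 10 of 10 in C57BL/6J at 8 h and on 9 of 10 at 4 h in both strains.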

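The 2 other clones of Nfatc1 stood at log2 ratios of 0.36 (standard error 0.21, 7 of 10 arrays, adjusted p = 0.57) and -0.01 (standard error 0.17, 4 of 10 arrays, adjusted p = 0.99) in DBA/2J at 4 h, and neither was called. At 8 h the clone of Table 4 was at -0.13 (standard error 0.20, 5 of 10 arrays, adjusted p = 0.84). Hspa1b, which encodes an inducible form of the chaperone Hsp70, was lower in DBA/2J at 8 h by the labelled dyes at -0.69 (standard error 0.11, 9 of 10 arrays, adjusted p = 0.044), while its other clone stood at 0.09 (standard error 0.24, 5 of 10 arrays, adjusted p = 0.91). The call of the first clone ended when any 1 of the 10 arrays was left out and without background subtraction.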

**Figure 3:**
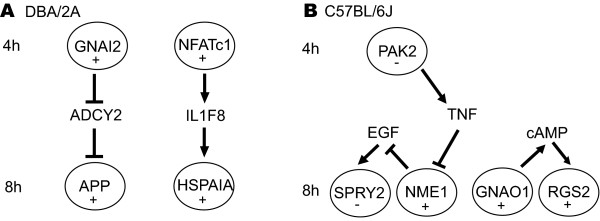
**Stress-induced pathways in the PVN of the hypothalamus of DBA/2J (A) and C57BL/6 (B) mice**. Using a pathway building program, connections between the group of genes regulated at 4 h and the group of genes regulated at 8 h after stress were determined, as well as connections within groups. Gene names identified on the microarray are circled, the direction of expression change is indicated by plus or minus signs. GNAi2: guanine nucleotide binding protein, alpha inhibiting 2; NFATc1: nuclear factor of activated T-cells, cytoplasmic, calcineurin-dependent 1; APP: amyloid beta (A4) precursor protein; HSPAIA: HSP70 heat Shock protein 70; ADCY2: adenyl cyclase 2;IL1F8: Interleukin 18; PAK2: p21 (CDKN1A) activated kinase 2); SPRY2: sprouty homolog 2 (Drosophila); NME1: expressed in non-metastatic cells 1 protein; GNAO1: guanine nucleotide binding protein, alpha; RGS2: regulator of G-protein signaling 2; TNF: tumor necrosis factor alpha; EGF: epidermal growth factor (beta-urogastrone); cAMP: cyclic AMP. Arrows indicate a positive, blunted lines a negative effect on expression, molecular synthesis or activity of the respective entity (e.g. protein, small molecule etc.).

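Pak2, a p21-activated kinase, stood at a log2 ratio of 0.48 (standard error 0.10, 10 of 10 arrays, adjusted p = 0.085) in C57BL/6J at 4 h, a fold of 1.40 by the labelled dyes and of -1.40 with the sign turned. It was under the 1.414-fold threshold and was not called. At 8 h it stood at 0.47 (standard error 0.17, 8 of 10 arrays, adjusted p = 0.41).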

In C57BL/6J mice, p21[CDKN1A]-activated kinase 2 (PAK2), down-regulated 4 h-after stress, inhibits the expression of 'expressed in non-metastatic cells 1 protein' (NME1) via regulation of tumor necrosis factor alpha (TNFα, FIG. 3B). 

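Nme1, a nucleoside diphosphate kinase, stood at a log2 ratio of -0.52 (standard error 0.11, 10 of 10 arrays, adjusted p = 0.13) in C57BL/6J at 8 h by the labelled dyes and Spry2, an inhibitor of growth factor signalling, at 0.65 (standard error 0.13, 8 of 10 arrays, adjusted p = 0.12). Neither was called. At 4 h the values were 0.01 (standard error 0.08, 5 of 10 arrays, adjusted p = 0.99) and 0.22 (standard error 0.12, 6 of 10 arrays, adjusted p = 0.49).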

NME1, in turn, is upstream of sprouty homolog 2 (Drosophila; SPRY2), which is regulated 8 h after stress. 

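A second bright clone of Gnao1 stood at a log2 ratio of -0.16 (standard error 0.11, 7 of 10 arrays, adjusted p = 0.71) in C57BL/6J at 8 h, and the 2 other clones of Rgs2 at -0.23 (standard error 0.12, 7 of 10 arrays, adjusted p = 0.57) and 0.11 (standard error 0.13, 6 of 10 arrays, adjusted p = 0.85), and none of these was called by limma.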

Another connection between genes that are both regulated 8 h after stress is between GNAO1 and RGS2 (Fig 3B).

### Validation of GNAi2 and APP expression and regulation in the PVN

To validate and further analyse the expression changes of the genes GNAi2 and APP that are linked by a pathway in the PVN of DBA/2J mice, we used real-time PCR. RNA samples from the original punctures were amplified (one round of amplification) and subjected to RT-PCR without pooling. The results confirmed the up-regulation of GNAi2 4 h after stress (2.2 fold, Fig. 4A) detected by the microarray (2.1 fold). To test whether this regulation is specific for DBA/2J mice, or may also occur in C57BL/6J mice (but was not detected in our microarray screening, because of the selection filtering), we also tested the respective samples from C57BL/6J mice. The results showed a non-significant increase in this mouse strain, implying that the regulation is rather strain-specific (Fig. 4A).

**Figure 4:**
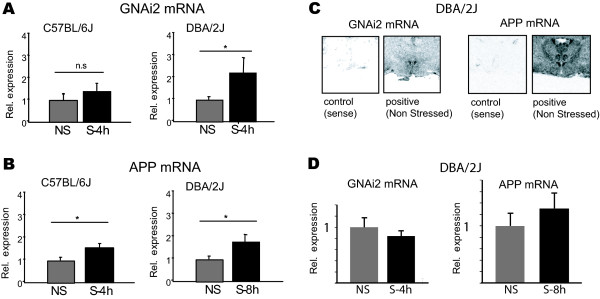
**Increased expression of GNAi2 and APP in the PVN of the hypothalamus of stressed DBA/2J mice**. A. Real-time PCR analysis shows an increase of GNAi2 mRNA in the PVN region of the hypothalamus of DBA/2J mice 4 h after stress. B. Real-time PCR analysis shows an increase in APP mRNA in the PVN 8 h after stress. C. Region-specific expression of GNAi2 and APP in the PVN of the hypothalamus of DBA/2J mice as shown by *in situ *hybridization. D. Real-time PCR analysis revealed no significant change of GNAi2 and APP in combined RNA samples from the hypothalamic region just anterior and posterior of the PVN (medial preoptic nucleus, partly from the dorsomedial hypothalamic nucleus and the periventricular hypothalamic nucleus).

Similarly to GNAi2, we validated the expression and regulation of APP 8 h after forced swimming by real-time PCR (Fig. 4B), which was found in the microarray analysis.

To visualize the regulation of this expression with spatial resolution in the PVN, *in situ *hybridization was performed on coronal brain-sections, followed by semi-quantification of the mRNA signal. The results showed a strong signal in the PVN area (Fig. 4C) and the analysis confirmed again the up-regulation to a level of 1.6 fold (data not shown). *In situ *hybridization showed also specific expression of APP in the PVN (Fig. 4C).

Finally, to test whether stress-regulation of GNAi2 and APP is specific to the PVN, we also analysed the hypothalamic region just anterior and posterior to the PVN. The results show no significant change in the expression levels of GNAi2 and APP for the respective time point (Fig. 4D).

### Clustering analysis of GNAi2 - APP

Having corroborated a potential role of the GNAi2 - APP connection in stress response of DBA mice, we used clustering analysis to identify genes that display similar expression changes throughout the conditions we analysed. In setting up the clustering analysis, we considered both up- and down-regulation, because some transcriptional regulators, such as GR, are able to both up- and down-regulate genes. Genes identified in a clustering analysis may be under a common transcriptional control, or influencing each other.

The dendrograms revealed 10 and 15 genes for GNAi2 (two transcripts of this gene were spotted) and 12 for APP (Fig. 5, see also Additional File 6 for the expression profiles). 

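The paper took profiles as similar on 2 criteria, a high correlation that is not centred and disregards sign, and the same or the opposite direction at all measurements, and it read neighbours from dendrograms. Here the first criterion alone gives the similarity, over the 5 mean log2 ratios, and no dendrogram was built, so that the ranks are neither a test nor the paper's clustering. For the first clone of Gnai2, the G protein subunit, the mitochondrial ribosomal protein gene Mrpl12 stood at rank 67 of 22823 clones (similarity 0.96), the fructose transporter gene Slc2a5 at rank 77 and 2810046L04Rik at rank 96 (0.95 each), and the ribosomal protein gene Rpl14 at rank 270 (0.92). With the authors' processed values the ranks were 4, 19, 215 and 147 of 17981. For the second clone of Gnai2, E130115E03Rik stood at rank 71 (0.95) and at rank 25 (0.97) with the authors' values. The legend of Fig. 5 lists Rpl14 for the same spot as E130115E03Rik, and its similarity to the second clone is not given here. For the App clone of Table 5, Cnnm2, a membrane protein of magnesium transport, stood at rank 42 (0.96) and C030011O14Rik at rank 362 (0.89), and at ranks 8 (0.98) and 84 (0.93) with the authors' values. Dgkz, a diacylglycerol kinase, and Ptp4a2, a phosphatase, had similarities of 0.75 and 0.72 with that clone, and Papola, a poly(A) polymerase, 0.39, or 0.91 with another App clone. Of 9 similarities tested, 5 moved with the stressed or DBA/2J pool in Cy5 alone and 4 with it in Cy3 alone. Median centring, print-tip loess and the authors' values each moved 1. The same or the opposite sign in all 5 comparisons, which 6.94% of all clones had with the Gnai2 clones and 6.61% with the App clone of Table 5, was found for 2810046L04Rik and Rpl14 with the first Gnai2 clone, E130115E03Rik with the second and C030011O14Rik with that App clone, and not for Mrpl12, Slc2a5, Cnnm2, Dgkz, Ptp4a2 and Papola with these.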

Several genes with known function were among these nearest neighbours.

**Figure 5:**
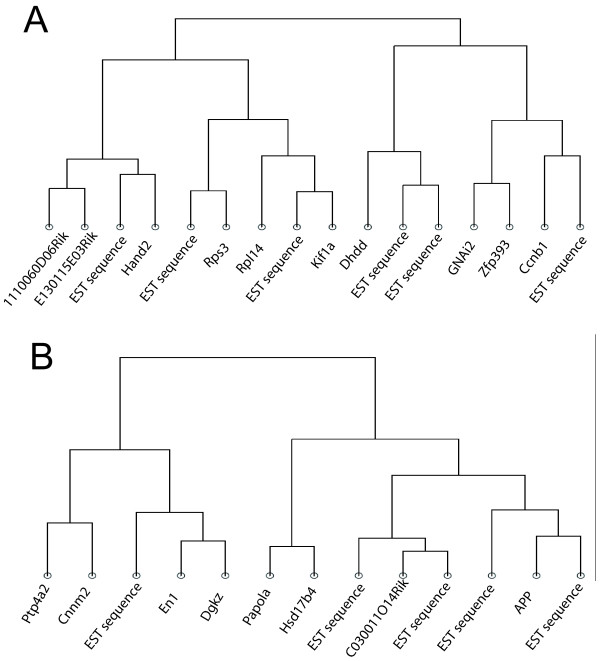
**Dendrograms of genes that display expression changes similar to GNAi2 and APP throughout the analysed conditions**. A. Neighbouring transcripts for GNAi2. Displayed are neighbours of one of the two spots on the microarray. The genes were 1110060D06Rik: RIKEN cDNA 1110060D06 gene, E130115E03Rik: RIKEN cDNA E130115E03 gene, HAND2: heart and neural crest derivatives expressed transcript 2, RPS3: ribosomal protein S3, RPL14: ribosomal protein L14, KIF1A: kinesin family member 1A, DHDDS: dehydrodolichyl diphosphate synthase, ZFP393: zinc finger protein 393, CCNB1: cyclin B1, related sequence 1 and several EST sequences as well as additional transcripts for GNAi2 from the second spotted transcript (C030044B11Rik: RIKEN cDNA C030044B11 gene, SLC2A5: solute carrier family 2 (facilitated glucose transporter), member 5, COPS5: COP9 (constitutive photomorphogenic) homolog, subunit 5 (Arabidopsis thaliana), MAP3K12: mitogen activated protein kinase kinase kinase 12, AI848100: Expressed sequence AI848100, MRPL12: mitochondrial ribosomal protein L12, SLFN2: schlafen 2, 2810046L04Rik: RIKEN cDNA 2810046L04 gene, KAZALD1: Kazal-type serine protease inhibitor domain 1. B. Neighbouring genes for APP. PTP4A2: protein tyrosine phosphatase 4a2, CNNM2: cyclin M2, EN1: engrailed 1, PAPOLA: poly (A) polymerase alpha, HSD17B4: hydroxysteroid (17-beta) dehydrogenase 4, C030011O14Rik: RIKEN cDNA C030011O14 gene and several EST sequences.

To test potential, already described connections between these genes, we again used a pathway building program. Interestingly, we found that GNAi2 is located in a signalling cascade, where 'Heart and neural crest derivatives expressed transcript 2' (HAND2) is upstream, APP is downstream and MAP3K2 further downstream. DHDDS and GNAi2 share a common upstream regulator (AGT) as well as a common downstream target (PARK2). GNAi2 and COPS5 have a common target as well. In addition, GNAi2 and APP are found both downstream of another common regulator (RBL2, Fig. 6A). Furthermore, for APP we identified common upstream regulators with PAPOLA (CDC2 and TNF), EN1 as its regulator and HSD17B4 as its target. Interestingly, DGKZ and APP are linked in a feedback loop (Fig. 6B). Thus, the clustering analysis revealed functionally related genes, indeed.

**Figure 6:**
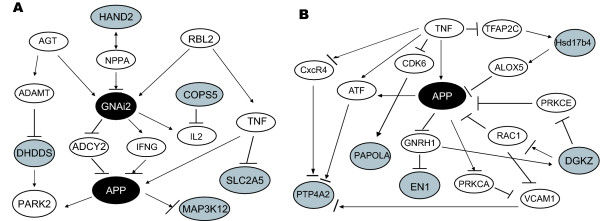
**Signalling pathways linking genes whose expression profile clusters with the expression profile of GNAi2 (A) or APP (B)**. A. Genes resulting from the clustering analysis are in grey ellipses (**HAND2**: heart and neural crest derivatives expressed 2, **DHDDS**: dehydrodolichyl diphosphate synthase, **COPS5**: COP9 constitutive photomorphogenic homolog subunit 5 (Arabidopsis), **SLC2A5**: solute carrier family 2 (facilitated glucose/fructose transporter), member 5, **MAP3K12**: mitogen-activated protein kinase kinase kinase 12) and intermediate molecules are in open ellipses (AGT: angiotensinogen (serpin peptidase inhibitor, clade A, member 8), ADAMTSL1: similar to ADAMTS-like protein 3 precursor (ADAMTSL-3) (Punctin-2), PARK2: parkinson disease (autosomal recessive, juvenile) 2, parkin, NPPA: natriuretic peptide precursor A, IFNG: interferon, gamma, RBL2 retinoblastoma-like 2 (p130), IL2: interleukin 2, TNF: tumor necrosis factor (TNF superfamily, member 2). B. Genes resulting from the clustering analysis are in grey ellipses (**HSD17B4**: hydroxysteroid (17-beta) dehydrogenase 4**, DGKZ**: diacylglycerol kinase, zeta 104 kDa, **EN1**: engrailed homeobox 1**, PAPOLA**: poly(A) polymerase alpha), **PTP4A2**: protein tyrosine phosphatase 4a2) and intermediate molecules are in open ellipses (CDK6: cyclin-dependent kinase 6, ALOX5: arachidonate 5-lipoxygenase, PRKCE: protein kinase C, epsilon, RAC1: ras-related C3 botulinum toxin substrate 1 (rho family, small GTP binding protein Rac1) PRKCA: protein kinase C, alpha, GNRH1: gonadotropin-releasing hormone 1 (luteinizing-releasing hormone), ATF: activating transcription factor, CXCR4: chemokine (C-X-C motif) receptor 4, VCAM1: vascular cell adhesion molecule 1)

## Discussion

The PVN of the hypothalamus is pivotal in governing physiological stress response. We examined the impact of forced swimming as an acute stressor on gene expression in the PVN of C57BL/6 and DBA/2J mice. These inbred mouse strains have been used as a genetic animal model of depression-like behaviour and are characterized by a different stress-responsiveness, since DBA/2J mice display a stronger behavioural response to stressful conditions [22,23,29]. We discovered that the stress-regulated genes code mainly for receptors and signal transduction molecules, as well as numerous biosynthetic molecules. This result is consistent with a previous study of gene expression profiling in the hypothalamus of mice stressed by immobilization, where genes involved in energy and lipid metabolism, apoptosis, signal transduction, DNA repair, protein biosynthesis, and structure integrity-related genes were found. However, this study referred to the entire hypothalamus and the number of genes studied was comparatively small (6016 genes) [30], while in our study approximately 19900 gene transcripts have been studied. In addition, one should keep in mind that categorically distinct acute stressors elicit distinct transcriptional profiles in the PVN [31]. Nevertheless, a few genes were found in both studies, for example ATP synthase, H^+ ^transporting mitochondrial F1 complex and ribosomal protein L30 [30].

In principle, all genes that we found differentially expressed or differentially regulated between the two mouse strains are candidates for the explanation of the differential response to some stressors, reflecting the previously proposed differences in corticosteroid signalling [32]. In addition, we checked genes with known functions that could contribute to the strain differences such as POMC1 (Pro-opiomelanocortin-alpha), GR (Glucocorticoid receptor), CRHR1 and CRHR2 (Corticotrophin Releasing Hormone Receptor 1 and 2). Only GR showed differential regulation, namely a down-regulation in DBA/2J mice 4 h after stress. 

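Nr3c1, the glucocorticoid receptor through which corticosterone feeds back on the PVN, stood at a log2 ratio of 0.56 (standard error 0.13, 9 of 10 arrays, adjusted p = 0.12) in DBA/2J at 4 h and was not called. This is a fold of 1.48 by the labelled dyes and of -1.48 with the sign turned, where the paper reports -1.55. At 8 h it stood at -0.08 (standard error 0.10, 5 of 10 arrays, adjusted p = 0.82), and in C57BL/6J at 4 h at -0.12 (standard error 0.10, 6 of 10 arrays, adjusted p = 0.70). The difference between the strains at 4 h was called, at 0.68 (standard error 0.15, adjusted p = 0.017), and the call ended when any 1 of 5 array numbers was left out. Crhr2, a receptor of corticotropin-releasing factor and urocortins, stood at -0.41 (standard error 0.15, 8 of 10 arrays, adjusted p = 0.32) and Pomc, the precursor of corticotropin, at -0.37 (standard error 0.20, 7 of 10 arrays, adjusted p = 0.56) in DBA/2J at 4 h, and neither was called. Crh and Crhr1 were not analysed here. Of 33 clones of stress hormone receptors and their chaperones, limma called 0 at 4 h in either strain, with 3 higher and 3 lower in C57BL/6J and 5 higher and 3 lower in DBA/2J at an unadjusted p under 0.05 and 0 and 1 by the methods' t-test after adjustment (1 higher and 1 lower in DBA/2J when adjusted over the list alone). At 8 h the calls were 2 higher in C57BL/6J and 2 lower in DBA/2J, all of them Ptges3, the p23 chaperone of this receptor. The clone that Table 3 lists as Hspca has no symbol in the array's annotation and was not among these clones. Of 42 clones of glucocorticoid target genes limma called 0 in all 4 stress comparisons, with 3 higher and 0 lower in C57BL/6J at 8 h and 0 in the other 3 when adjusted over the list alone. At an unadjusted p under 0.05 there were 2 higher and 2 lower in C57BL/6J at 4 h and 9 higher and 2 lower at 8 h and 1 higher and 6 lower in DBA/2J at 4 h and 3 higher and 4 lower at 8 h, and 0 by the methods' t-test after adjustment. Of 32 clones of PVN and hypothalamic neuropeptides, the calls at 4 h in C57BL/6J were Resp18, higher, and Pcsk2, a convertase of neuropeptide precursors, lower at -0.61 (standard error 0.09, adjusted p = 0.021) (a call that ended when any 1 of 9 arrays was left out), while at 8 h in that strain limma called 0, with 0 higher and 1 lower at an unadjusted p under 0.05 and 0 by the methods' t-test after adjustment. Between the non-stressed strains Pcsk2 was higher at 0.87 (standard error 0.18, adjusted p = 0.011), Resp18 at 0.90 (standard error 0.14, adjusted p = 0.0028) and Scg2, a granule protein, lower at -0.81 (standard error 0.14, adjusted p = 0.0049).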

Causality is difficult to prove in feedback systems such as the HPA axis, i.e. when considering the complex connections of compensatory mechanisms that emerged in this evolutionarily old threat response system [33]. Nevertheless, this difference could be indicative of differential stress signalling, as GR is the most important mediator of corticosteroid action.

Since DBA/2J mice also exhibit a higher sensitivity to antidepressants than C57BL/6 [34] we also specifically investigated genes that had been associated with antidepressant response before, such as the immunophilin FKBP5 [35], which is an efficient regulator of GR [36], the multidrug resistance protein ABCB1A/B that determines brain tissue penetration of many antidepressant drugs [37], the serotonin receptor 5 hT2A, and the transporter proteins SLC6A4 and SLC6A15 (soluble carrier family 6 member 4 and 15) [38]. Among those, SLC6A15 was down-regulated 4 h after stress in DBA/2J mice, but not in C57BL/6 mice. 

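Slc6a15, a transporter of neutral amino acids, stood at a log2 ratio of 0.65 (standard error 0.15, 9 of 10 arrays, adjusted p = 0.13) in DBA/2J at 4 h and was not called. This is a fold of 1.57 by the labelled dyes and of -1.57 with the sign turned, where the paper reports -1.54. Its other clone stood at 0.18 (standard error 0.15, 7 of 10 arrays, adjusted p = 0.73). In C57BL/6J at 4 h the first clone was at 0.08 (standard error 0.13, 4 of 10 arrays, adjusted p = 0.87) and in DBA/2J at 8 h at -0.16 (standard error 0.14, 6 of 10 arrays, adjusted p = 0.69), and the test of the strain difference at 4 h gave 0.57 (standard error 0.20, adjusted p = 0.15), so that the strains were not told apart for this gene. Between the non-stressed strains it was called higher in DBA/2J at 0.65 (standard error 0.17, 9 of 10 arrays, adjusted p = 0.046), and the call ended when any 1 of 9 arrays was left out and without background subtraction. Of 6 clones of genes tied to antidepressant response, limma called 0 in all 4 stress comparisons, with 1, 0, 1 and 1 at an unadjusted p under 0.05 for C57BL/6J at 4 h and 8 h and DBA/2J at 4 h and 8 h (1 higher in DBA/2J at 4 h when adjusted over the list alone) and 0 by the methods' t-test after adjustment. Between the non-stressed strains, where Slc6a15 was the 1 call, their median was 0.28 ± 0.23 (SD, n = 10 arrays, percentile 98.9), 0.57 on the 5 arrays with the DBA/2J pool in Cy5 alone. Fkbp5, a co-chaperone that lowers the sensitivity of the glucocorticoid receptor, stood at 0.48 (standard error 0.14, 10 of 10 arrays, adjusted p = 0.17) in C57BL/6J at 4 h.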

Since stress and GR action is intertwined with the action of antidepressants [3,39,40], also any of the stress-induced genes could contribute to the action of antidepressants. Like with other screening studies, it is certainly premature to delineate direct candidates for novel antidepressant targets or for diagnostic markers from this study. However, the synopsis of our results together with results from different screening efforts in genetics [38], proteomics, metabolomics etc., will yield convergence and thus allow selection of the most promising candidates.

Our study provides strong evidence for a time-phased response of the PVN transcriptome to the stressor. We have previously described a phased stress response for the CA3 hippocampal region as well [21]. This suggests that this might be not an area-specific phenomenon, but rather a more general mechanism. Interestingly, a number of genes are regulated by stress in the hippocampal CA3 as well as in the PVN, e.g. DPYSL2, SNAP25, GNAO1 [21]. 

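Dpysl2, a protein of axon growth and microtubules, was lower in C57BL/6J at 4 h by the labelled dyes in 1 clone, at a log2 ratio of -0.72 (standard error 0.08, 10 of 10 arrays, adjusted p = 0.0049), and was the 1 call among 162 clones of the cytoskeleton and its motors (3 lower when adjusted over the list alone). A clone that had stood at 0.02 (standard error 0.10, 5 of 10 arrays, adjusted p = 0.95) was higher in that strain at 8 h, at 0.94 (standard error 0.11, 10 of 10 arrays, adjusted p = 0.0059), when the first was at -0.17 (standard error 0.11, 9 of 10 arrays, adjusted p = 0.70), so that the 2 clones did not move together. This second clone stood at -0.66 (standard error 0.16, 9 of 10 arrays, adjusted p = 0.14) in DBA/2J at 4 h. At 8 h the strains differed in the second clone by -1.30 (standard error 0.13, adjusted p = 6.7e-06). Snap25, the protein of vesicle fusion, had been at 0.13 (standard error 0.09, 8 of 10 arrays, adjusted p = 0.62) in C57BL/6J and 0.06 (standard error 0.14, 5 of 10 arrays, adjusted p = 0.91) in DBA/2J at 4 h, and the strains differed by -1.45 (standard error 0.13, adjusted p = 1.9e-06) at 8 h. Gnao1 stood at 0.35 (standard error 0.08, 10 of 10 arrays, adjusted p = 0.12) in C57BL/6J at 4 h, and at -0.30 (standard error 0.11, 6 of 10 arrays, adjusted p = 0.35) and -0.01 (standard error 0.08, 6 of 10 arrays, adjusted p = 0.97) in DBA/2J at 4 h and 8 h, and was called in none of these.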

Like for the stress-regulated genes in CA3, we used also for the regulated genes in the PVN a pathway building program to propose novel signal transduction pathways elicited after stress. This pathway analysis revealed an interesting link between GNAi2 and APP whose stress regulation we validated by real time qPCR.

GNAi2, that displayed increased expression after stress, is a plasma membrane protein and a member of the G(i) proteins that inhibit adenylate cyclase. Many important hormones and neurotransmitters, including acetylcholine, dopamine and serotonin, use the G(i) pathway to evoke physiological responses [41]. In addition to inhibiting adenylate cyclase, G(i) regulates c-Src (and thereby STAT3) and Rap1 pathways, for example. This well studied inhibition may be physiologically relevant, in particular in inhibiting the effects of cAMP to modulate secretion in response to beta-adrenergic stimuli [42,43]. Despite their established role in modulating cellular processes, very little is known regarding molecular mechanisms underlying the transcriptional regulation of any G-protein. It has been reported previously, that the increase of reactive oxygen species in K562 cells up-regulates Galpha(i2) [44]. Here we report an increase of GNAi2 in DBA/2J mice 4 h after stress, which reveals a more direct impact of stress on GNAi2 expression by psychological stressors not reported so far.

Similarly to GNAi2, we were able to identify an increase of APP mRNA in the PVN of DBA/2J mice, 8 h after exposure to forced swimming. 

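Of the 5 clones of App, the one with the brightest signal stood at a log2 ratio of -0.49 (standard error 0.08, 10 of 10 arrays, adjusted p = 0.047) in DBA/2J at 8 h, a fold of -1.40 by the labelled dyes and of 1.40 with the sign turned, and was not called because it was under 1.414-fold. The clone of Table 1 stood at -0.43 (standard error 0.09, 10 of 10 arrays, adjusted p = 0.10), and 2 others at -0.24 (standard error 0.09, 9 of 10 arrays, adjusted p = 0.30) and 0.17 (standard error 0.27, 6 of 10 arrays, adjusted p = 0.85). The test of the difference between the strains at 8 h gave -0.61 (standard error 0.27, adjusted p = 0.43) for the clone of Table 5 and -0.07 (standard error 0.12, adjusted p = 0.90) for the brightest, which did not tell the strains apart. In C57BL/6J these clones stood at -0.07 (standard error 0.23, 4 of 10 arrays, adjusted p = 0.95) and -0.42 (standard error 0.11, 10 of 10 arrays, adjusted p = 0.27). By the labelled dyes 4 of the 5 clones were thus below 0 in DBA/2J and none was called by limma, while with median centring 3 were, those of Tables 1 and 5 and the brightest.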

APP is mostly known for being the source of the toxic amyloid-β (Aβ) peptide found in neuritic plaques of Alzheimer's disease (AD) patients. However, it may in addition be a functionally important molecule in its full-length configuration, as well as be the source of numerous fragments with varying effects on neural function [45]. Besides its cellular function (axonal transport, cell adhesion, cholesterol metabolism and gene transcription) throughout the body, it is also reported to participate in a number of important functions in the CNS, i.e. neuronal development, survival and plasticity [46] and to be a central molecule in many metabolic and regulatory pathways, so that its regulation may impact on a network of genes [45]. Moreover, there is a growing body of evidence that APP may be part of the cellular response to stress, and serve neurotrophic and neuroprotective functions [47,48], although the neuroprotective role of APP remains controversial.

Our observed up-regulation of APP is in line with the rapid increase in amyloid precursor protein immunoreactivity in the supraoptic and paraventricular nuclei described in the rat hypothalamus after osmotic stress [49]. Furthermore, exposure of wild-type animals to an enriched environment can up-regulate APP-expression [50], although it remains unclear whether full-length APP or one of its fragments are involved Since APP has been reported to exert beneficial effects for neurons [48,51-53], the increase after stress might be important as a protective mechanism for the sensitive PVN area.

Linked to the action of APP, we also observed a regulation of the α-secretase ADAM10 8 h after stress. 

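Adam10, the protease that cuts App at its alpha-site, was represented by further clones besides the one called in both strains. Of these, 1 is named Adam10 in the array's annotation but Baiap2 in the paper. The paper states that most of its differentially expressed genes were sequenced, and the identity of that clone was not tested here. The clone that the paper lists as Baiap2 was higher in C57BL/6J at 8 h by the labelled dyes at a log2 ratio of 1.23 (standard error 0.13, 10 of 10 arrays, adjusted p = 0.0024) and stood at -0.55 (standard error 0.10, 10 of 10 arrays, adjusted p = 0.055) in DBA/2J, and another clone stood at 0.69 (standard error 0.18, 9 of 10 arrays, adjusted p = 0.23) and -0.55 (standard error 0.10, 10 of 10 arrays, adjusted p = 0.056). The dimmest stood at 0.14 (standard error 0.21, 5 of 10 arrays, adjusted p = 0.88) and -0.15 (standard error 0.21, 7 of 10 arrays, adjusted p = 0.83). The strains differed at 8 h by -1.87 (standard error 0.13, adjusted p = 5.6e-08) for the clone called in both, -1.79 (standard error 0.15, adjusted p = 1.1e-06) for the one listed as Baiap2 and -1.24 (standard error 0.20, adjusted p = 0.0022) for the other. As folds, the clone called in both strains stood at 2.31 in C57BL/6J and -1.58 in DBA/2J by the labelled dyes and at -2.31 and 1.58 with the sign turned. Its call in DBA/2J at 8 h ended when any 1 of the 10 arrays was left out. Between the non-stressed strains that clone was higher in DBA/2J at 0.75 (standard error 0.13, adjusted p = 0.0044). Of 64 clones of App processing, Bace2, a beta-site protease, was lower in non-stressed DBA/2J at -0.91 (standard error 0.14, adjusted p = 0.0019) and Clstn1, a neuronal membrane protein bound to App through an adaptor, at -0.76 (standard error 0.14, adjusted p = 0.0056). The median of these clones was 0.10 ± 0.07 (SD, n = 10 arrays, percentile 99.93) in C57BL/6J at 4 h, -0.07 ± 0.10 (SD, n = 10 arrays, percentile 1.91) in DBA/2J at 4 h and -0.12 ± 0.09 (SD, n = 10 arrays, percentile 0.05) in DBA/2J at 8 h, the latter 2 being -0.08 to -0.05 and -0.13 to -0.06 with any 1 array left out. At 4 h limma called 0 of them in either strain (0 higher and 2 lower in DBA/2J when adjusted over the list alone), with 7 higher and 2 lower and 3 higher and 10 lower at an unadjusted p under 0.05 and 0 and 1 by the methods' t-test after adjustment. At 8 h the calls were 2 higher in C57BL/6J (5 when adjusted over the list alone) and 1 lower in DBA/2J (4 when so adjusted). By the array's annotation the calls over all clones were of Adam10, and those in C57BL/6J include the clone listed as Baiap2. The paper takes the regulation of Adam10 with that of App, and the increase of Gnai2 in DBA/2J, as the ground for a hypothesis. In this hypothesis a secreted fragment of App shapes the stress response differently in the strains.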

Upon neuronal over-expression in a mouse model for Alzheimer's disease, this protease has been shown to increase the secretion of sAPPα, reduce the formation of Aβ peptides and prevent their deposition in plaques as well as to alleviate impaired long-term potentiation and cognitive deficits [54]. In the stress exposed mice investigated here, there was pronounced strain specificity, i.e. 8 h after stress ADAM10 was strongly down-regulated in C57BL/6J mice (Table 3), but up-regulated in DBA/2J mice (Table 5). Of note, the inhibition of adenyl cyclase, from GNAi2 could also lead to the non amyloidogenic a-secretase pathway, resulting elevated sAPPα by likely shifting to the protein kinase competing signalling pathway. Moreover, this increase of GNAi2 after stress appears also to be strain-specific, because it was found in DBA/J2, but not in C57BL/6J mice [55,56]. 

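In C57BL/6J at 4 h the first clone of Gnai2 stood at a log2 ratio of 0.31 (standard error 0.15, 8 of 10 arrays, adjusted p = 0.45) and the second at 0.20 (standard error 0.09, 7 of 10 arrays, adjusted p = 0.42), and neither was called. Tested directly over the 20 arrays, the first clone differed between DBA/2J and C57BL/6J at 4 h by -1.30 (standard error 0.23, adjusted p = 0.0034) by the labelled dyes, or 1.30 with the sign turned. The second clone differed by -0.47 (standard error 0.19, adjusted p = 0.26) and was not called. Mapk3, the kinase Erk1, differed likewise, at -1.13 (standard error 0.24, adjusted p = 0.012), having stood at 0.29 (standard error 0.14, 8 of 10 arrays, adjusted p = 0.45) in C57BL/6J. From real-time PCR, in which the increase in C57BL/6J was not significant (Fig. 4A), the paper proposes that the regulation of Gnai2 is rather specific to the strain, a difference that here rests on 1 of 2 clones.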

The hypothesis emerging from these observations, i.e. a role of sAPPα in differentially shaping stress response needs to be tested by further experiments, for example by more directly manipulating the GNAi2 signalling pathway, ADAM10 expression and the activity and APP or its metabolite sAPPα, in vitro and possibly also in vivo. These studies could include stress-exposure and antidepressant response in APP transgenic and/or APP knockout mice.

The clustering analysis we have performed and the pathway analysis that followed turned out to be very useful tools and revealed new possible signalling pathways involving GNAi2 and APP. Obviously, mechanisms in addition to gene expression, such as protein phosphorylation, protein-protein binding etc. also operate in regulatory networks. Nevertheless, we believe that the identified network adds significantly towards the understanding of the complicated mechanisms of the response of the PVN to stress. Moreover, we propose that the combination of our results with future results expected from research efforts targeted towards proteins, gene polymorphisms, epigenomes, metabolome etc. will help identifying markers for diagnosis, stratification of subjects, and possibly also novel drug targets.

## Conclusions

Given the importance of PVN hypothalamic area for the physiological stress response and the discussed neuroprotective role of APP, the up-regulation of GNAi2 and APP mRNA levels after a mild stress in mice is suggested as it could be an adaptational stress-response in stress-responsive mice. Novel molecular pathways involving stress regulated genes that respond to stress in the PVN area, have been revealed based on clustering and signalling cascade pathway analysis.

## Methods

### Animal Experiments

Our study was performed with C57BL/6J and DBA/2J male mice with an age of 3-5 months (supplied from Harlan Winkelman, Borchen) and single housed under a 06:00-18:00 light cycle and subjected to forced swimming to induce an emotional stress, as previously described (Tsolakidou et al 2008). Briefly, the animals were placed in a 24 cm high 11 cm diameter cylinder filled with water at 22-25°C for 5 min. Afterwards they were transferred to their own original cage (i.e. single housed again). The animals elicited a mixture of behavioural activity that can be described as climbing, swimming and immobility, with the latter reflecting a passive stress coping behaviour. The experimental procedures were conducted in accordance with the Guide for the Care and Use of Laboratory Animals of the European Union (European Communities Council Directive 86/609/EEC) and approved by the Government of Bavaria, Germany.

The mice were separated into three groups per strain as previously described (Tsolakidou et al 2008) (see Fig. 1B). The first and the second group were subjected to stress at 8:00 or at 12:00, respectively. The third group was not stressed and further on used as reference group for the microarray experiments. All animals were decapitated at 16:00 to avoid possible interference by circadian variations of corticosterone (CORT) levels. Thus, the first and the second group have been actually sacrificed 8 h or 4 h after stress, respectively. Trunk blood was collected for determination of ACTH concentrations (10 animals/condition) and dissected brains from the same animals were frozen on dry ice and stored at -80°C (to be used for expression profiling). To monitor hormone levels acutely after stress, a small set of animals (5/condition) were sacrificed acutely at the respective time points (8:00 and 12:00). Plasma ACTH concentrations were determined in a radioimmune assay (ICN Biomedicals).

### Micropuncture and RNA preparation

Micropuncturing of the PVN and adjacent region on coronal tissue sections (200 μm thick) was applied under dry ice-cold conditions. To control for the accuracy of the puncture the sections were stained (cresyl violet) afterwards. Total RNA was extracted from the collected tissue (Trizol protocol, GibcoBRL). Samples from six animals were pooled to minimize the impact of biological variance, which is intrinsic to all organisms and can be substantial even in inbred mice [57]. After two rounds of amplification (Amino Allyl MessageAmp aRNA kit, Ambion) the RNA was labelled with Cy3 or Cy5 dyes (Amersham)

### Microarray hybridization and Analysis

Spotted cDNA microarray chips (MPIP 24K microarray platform with sequences from 19900 different genes, [58] were used, which allow a greater degree of flexibility in the choice of arrayed elements. Internal controls (sequences from other organisms) were used as contribution to ensure the quality of the data [59]. The microarray experiments were performed by competitive hybridisation of two differentially labelled (Cy3 or Cy5) probes of amplified total RNA samples. 10 arrays were used for each comparison, that is 5 technical replicates and a dye-swap with another 5 technical replicates. 20 μg of each Cy3- or Cy5-labeled sample were denatured at 95°C for 3 min in hybridisation buffer (50% formamide, 50 mM sodium phosphate-buffer pH 7.0, 5× Denhard's solution [Sigma, Taufkirchen, Germany], 6× SSC, 0.5% SDS, 0.4 mg/ml murine COT1-DNA [Invitrogen] and 5 μg poly(dA) [Amersham]). The hybridisation was performed in chambers submerged in a water bath at 42°C for 16 h. The arrays were washed for 15 min with 2× SSC/0.2% SDS at 60°C, in 0.5× SSC for 15 min at 60°C, rinsed in 0.2× SSC for 1 min at room temperature, shaken vigorously in 0.05× SSC at room temperature and finally air dried. All slides were scanned immediately afterwards.

Scanning was performed using a ScanArray 4000 laser scanner and ScanArray 3.1 Software (Perkin Elmer, Boston, USA) with a fixed PMT gain of 80%, and 98% (Cy3) or 70% (Cy5) laser power. The QuantArray software 2.1.0.0 (Perkin Elmer, Germany) and the fixed circle-analysis method were used to perform the quantification. Data were imported into a PostgreSQL relational database for further analysis. Raw data were normalized according to the procedure outlined elsewhere [60] and subjected to a two-sided one sample t-test for significantly differential expression. Candidate genes were screened for using thresholds of |fold regulation| 1.414 and |Z-score| 1.423. In order to exclude any possibility of wrong annotation the majority of the differentially expressed genes, in particular those of major interest were sequenced. All data are deposited at the GEO server (GSE20877).

### Ontology Groups Classification and Molecular Pathways Building

To classify and characterize the differentially expressed genes that resulted from the microarray analysis the Gene Ontology data annotation (version 161) (http://www.geneontology.org, http://www.ebi.ac.uk/GOA/) was used. In addition, the text mining program Pathway Studio 5.0 (Ariadne Genomics, Rockville, USA) was used for the identification of pathways linking the regulated genes. Downstream targets of the genes regulated 4 h after stress were looked for in the group of genes regulated 8 h after stress and upstream regulators of the latter in the former group. The main criteria applied for the final selection of the pathways were: 1. the last step of the pathway has to indicate molecular synthesis/expression so as to validate the expression change described on the microarray result, 2. confirmation of the annotation of the selected genes by sequencing and 3. validation of the literature references used by the program.

### *In situ *Hybridisation

18 μm thin cryostat sections prepared from frozen stored brains were thaw-mounted on poly L-Lysine-coated slides, dried and kept at -80°C. [α-^35^S] UTP-labelled riboprobes for amyloid β (A4) precursor protein (APP) and guanine nucleotide binding protein, alpha inhibiting 2 (GNAi2) genes were prepared by *in vitro *transcription from corresponding cDNA clones (sense probes were also included for control). The sections were dried, fixed in 4% paraformaldehyde, washed in PBS (3 times) and subjected to acetylation using 0.25% acetic anhydride in 0.1 M triethanolamine-HCL, pH 8.0. After subsequent dehydration in increasing concentrations of ethanol, brain sections were saturated with 100 μl of hybridisation buffer containing ~ 2.5 × 10^6 ^cpm ^35^S-labelled riboprobe. Brain sections were incubated overnight at 62°C or 58°C. Then, the sections were rinsed in 4× SSC (standard saline citrate), treated with RNAse A (20 mg/L) and washed in increasingly stringent SSC solutions at room temperature. Finally sections were washed in 0.1× SSC for 1 h at 67°C or 64°C (respectively) and dehydrated through increasing concentrations of ethanol. Autoradiography was on Biomax MR film (Eastman Kodak Co., NY, USA) for 3-5 days. The autoradiographs were digitised, and relative expression levels were determined by computer-assisted optical densitometry (Image J, Scion Corporation). The average value of 4-6 measurements was calculated from each animal [61].

### Quantitative (q)PCR

A total of 200 ng of amplified RNA from the first amplification round of the microarray analysis was reverse transcribed with Superscript II (Invitrogen, Karlsruhe, Germany) using random hexamer primers (Ambion) according to the manufacturer's protocol. For quality control, a small aliquot of each cDNA was analyzed on an agarose gel.

cDNA of DBA/2J and C57BL/6J mice from the non stressed, 4 h- and 8 h-after stress groups (for DBA/2J: N = 6 in each group; for C57BL/6J: N = 5 for non stressed and 8 h-after stress samples each, N = 6 for the 4 h stress group), was analyzed by qPCR, using the QuantiFast SYBR Green PCR Kit (Qiagen GmbH, Hilden, Germany) according to the manufacturer's instructions. The respective oligonucleotide primers were for *GNAi2 *(fwd: 5' CACCTCCATCATCCTCTTCC 3', rev: 5' GCACGTGAAGTGCGTGTAGA 3'), *APP *(fwd: 5' CGGAAGAGATCTCGGAAGTG 3', rev: 5' TGTTCGAACCCACATCTTCA 3') and the house keeping genes glyceraldehydes-3-phosphate dehydrogenase (GAPDH: fwd: 5' CCATCACCATCTTCCAGGAGCGAG 3', rev: 5' GATGGCATGGACTGTGGTCATGAG 3') hypoxanthine guanine phosphoribosyl transferase 1 (HPRT1; fwd: 5' GTCAAGGGCATA TCCAACAACAAAC 3', rev: 5' CCTGCTGGATTACATTAAAGCACTG 3') polymerase (RNA) II (DNA directed) polypeptide B (POLR2B; fwd: 5 'CAAGACAAGGATCATATCT GATGG 3', rev: 5' AGAGTTTAGACGACGCAGGTG 3') or ribosomal protein L13a (RPL13A; fwd: 5' CACTCTGGAGGAGAAACGGAAGG 3', rev: 5' GCAGGCATGAGGC AAACAGTC 3'). Experiments were performed in duplicates on a Lightcycler^®^2.0 instrument (Roche Diagnostics, Mannheim, Germany) under the following PCR conditions: Initial denaturation at 95°C for 10 min, followed by 40 cycles of denaturation (95°C for 10 s) and a combined annealing and extension phase (60°C for 30 s). At the end of each run, a melting curve (50-95°C with 0.1°C/s) was recorded to ensure the quality of the PCR product. Crossing points (Cp) were calculated by the LightCycler^®^Software 4.0 (Roche Diagnostics GmbH) using the absolute quantification fit points' method. Threshold and noise band were set to the same level in all runs used in a comparison. Relative gene expression was determined by the 2^-ΔΔCT ^method [62] using the real PCR efficiency calculated from an external standard curve. Cp were normalized to the housekeeping genes GAPDH, HPRT1, POLR2B or RPL13A). Fold regulation values were calculated relative to the expression mean of basal mice. The calculation Cp (mean (GAPDH, HPRT1, POLR2B or RPL13A)) - Cp (mean (cand. gene)) was used for each animal.

RT-qPCR experiments were analyzed using non-parametric tests (Mann Whitney using SPSS 12.0).

### Identifying genes with similar regulation profiles/Clustering Analysis

To identify genes that show similar expression ratios across time points, i.e. genes that might be co-regulated or affecting each other in a common pathway, we used cluster analysis. Cluster analysis allows the grouping of expression profiles with respect to their relative similarity or, in mathematical terms, a "distance". We consider expression profiles (the expression ratios of the different measurements) to be similar--and thus having a small distance--when they fulfil two criteria: 1. show a high absolute (not mean-corrected) correlation, and 2. have either the same or the opposite regulation (up or down) at all corresponding measurements.

Translated into distance between expression profiles this means that expression profiles, that can be scaled (with either a positive or negative factor, but not shifting the zero line) onto each other, have a small distance. This distance measure groups genes with similar regulation patterns as close neighbours in the cluster analysis. For APP and GNAi2 we show the respective neighbourhoods (targeting at least 10 neighbouring genes, but showing all genes in the most distant branch) as depicted by the corresponding dendrograms.

## Authors' contributions

AT performed the animal experiments (including hormone measurements), micropuncture, RNA preparation, microarray, Ontology Groups Classification, *in situ *hybridisation, molecular pathways building, interpretation of data, and manuscript writing. LC performed the real time PCR experiments, BP the microarray analysis as well as the clustering analysis, and DT the PathwayStudio analyses. MP contributed to microarray analyses and ontology group classification. JMD supervised microarray experiments, WW PathwayStudio analyses. IS contributed to project design, RL to real time PCR supervision, and FH to shaping the project concept. TR designed the project and wrote the manuscript together with AT.

All the authors have read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Supplemental Table 1**. Genes with more than 1.4 fold expression differences between the two mouse strains (+: higher expressed in DBA/2J vs C57BL/6J and -: lower expressed in DBA/2J vs C57BL/6J). Click here for file

Additional file 2 **Supplemental Table 2**. Genes that are more than 1.4 fold up- or down-regulated 4 h after stress in C57BL/6J. Click here for file

Additional file 3 **Supplementary Table 3**. Genes that are more than 1.4 fold up- or down-regulated 8 h after stress in C57BL/6J. Click here for file

Additional file 4 **Supplementary Table 4**. Genes that are more than 1.4 fold up- or down-regulated 4 h after stress in DBA/2J mice. Click here for file

Additional file 5 **Supplementary Table 5**. Genes that are more than 1.4 fold up- or down-regulated 8 h after stress in DBA/2J mice. Click here for file

Additional file 6 **Supplemental Figure**. Graph of the expression profiles of genes with similar expression changes revealed by cluster analysis when considering both up- and down-regulation. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

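RNA of the PVN was measured on 50 two-colour cDNA arrays, 10 for each of 5 comparisons between 6 pools of 6 animals, with 5 arrays in each dye orientation. The pools were non-stressed C57BL/6J and DBA/2J mice and mice of both strains 4 h and 8 h after forced swimming, 1 pool per condition. Arrays were assigned to comparisons by their labels, and all 50 entered.

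The authors deposited 2 kinds of values. The spot files hold the scanned intensity of each of 24192 spots in Cy5 and Cy3 with its local background, which the authors quantified with fixed circles at fixed scanner gain and did not transform. A table of processed values, for which the authors normalized the spots by a procedure described elsewhere, holds log2 ratios for 19047 spots, a scale found from the values themselves because it was not stated, with 10240 empty cells and array medians within 0.0102 of 0. The filter behind these 19047 spots was not stated. In the spot files the first channel is Cy5, while the labels list Cy3 first, and the dyes and not the channel numbers were used for the direction.

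From the intensities, the background was corrected by normexp with an offset of 50, ratios were normalized by global loess within each array, and each comparison was fitted with lmFit and eBayes of limma 3.58.1 in R 4.3.3 with a term for the dye orientation. Differences between strains at a time and between times in a strain were fitted over the 20 arrays of 2 comparisons. P-values were adjusted by Benjamini-Hochberg over 22824 clones, the 1368 control spots left out, and a clone was called at 1.414-fold either way with an adjusted p under 0.05. Summaries were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The fit was tested on simulated data with 50 changed clones of each size, of which 10% to 14% were recovered at a log2 ratio of 0.5, 34% to 56% at 0.75, 48% to 68% at 1 and 84% to 96% at 1.5, with 2 to 9 false calls per comparison. The number of arrays limits the precision, and the median standard error of a log2 ratio was 0.158 to 0.186.

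Clones were matched to 6022 gene symbols through the array's own identifiers, and 13901 clones stayed without a symbol. The genes named were fixed by a rule: the 10 highest and 10 lowest called clones with a symbol and the same sign in both dye orientations, every gene that the paper names, up to 4 called members of each gene list, and the brightest clone of a gene with several. The paper's tables had been read when this rule was written. In all, 30 lists of genes by function, brain region and cell type were used. The median of each was set against 10000 random lists matched on mean intensity, each member drawn from the 201 clones in a window of 100 ranks to each side, and a percentile outside 2.5 to 97.5 was taken as outside the range. Of the 150 pairs of list and comparison, 31 were outside it (20.7%). The 5% that the range leaves outside for random lists is not a chance rate for these pairs. The lists held several clones of some genes, such as 60 astrocyte clones of 23 genes, while random members were drawn clone by clone. The same pools also entered several comparisons.

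The alternatives chosen before the data were examined were no background subtraction, print-tip loess, median centring, scaling between arrays, a filter on dim clones, no dye term, the methods' t-test with and without adjustment, the fold with the Z-score over arrays or over clones, the fold or the adjusted p alone, either dye orientation alone, the authors' processed values, the scan day as a block, the replicate number as a block, all 50 arrays in one fit, the 5 arrays of an orientation averaged, and each array left out in turn. The setting without background subtraction left out the normexp model and its offset. A filter at the 95th percentile of the empty spots, and the authors' processed values with the fold and Z-score, were added after the data were seen. Measurements of hormones, real-time PCR and in situ hybridization were not analysed here. Values of some single genes are not reported here.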

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

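The tests of position on the array, of the non-stressed pools and of exchanged pools below were chosen only after the result was seen.

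At 8 h, 4 of the 5 clones called in both strains moved in opposite directions by the labelled dyes, those of Ptges3 (2 clones), Adam10 and Snap25. Of the 33 clones at 1.414-fold and an unadjusted p under 0.05 in both strains, 18 were opposed and 15 moved the same way, so that the opposition belongs to the called clones. A shared position on the array is excluded, as 0 of the 10 pairs among the 5 clones lay in the same sub-array. An unusual non-stressed pool is excluded as the whole cause, because against the same pools at 4 h their median in the direction of 8 h was 0.14 (standard error 0.03) in C57BL/6J, where it was 0.99 at 8 h, and -0.16 in DBA/2J, where it was 0.68. All 5 clones stood above 0 in non-stressed DBA/2J against non-stressed C57BL/6J, at 0.32 to 0.75, which goes with such a pool. Of these, Snap25 (0.32, adjusted p = 0.24) and the clone without a gene symbol (0.47, adjusted p = 0.071) were not called by limma. A peculiarity shared by the non-stressed and 4 h pools of a strain stays open. An exchange of the 8 h pools of the strains is excluded, because the 827 clones that differed between the non-stressed strains moved in that direction by a median of 0.067 (standard error 0.0095) in C57BL/6J and 0.058 in DBA/2J at 8 h, against 0.735 at baseline. A response of these genes to stress that differs between the strains may explain the pattern, but with 1 pool of 6 animals per condition it stays a hypothesis, and the quality and amplification of the RNA of each pool were not tested.

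Differences between the strains 4 h after stress passed the test for 6 named clones, given as DBA/2J minus C57BL/6J. For Gnai2 it was a log2 of -1.30 (standard error 0.23, adjusted p = 0.0034), for Mapk3 -1.13 (standard error 0.24, adjusted p = 0.012), for Nr3c1 0.68 (standard error 0.15, adjusted p = 0.017), for Vamp2 -1.65 (standard error 0.17, adjusted p = 3.4e-05), for Trh -1.08 (standard error 0.15, adjusted p = 0.00032), and for Pold1 0.85 (standard error 0.17, adjusted p = 0.0077). At 8 h it passed for 10 named clones. The first clone of Ptges3 differed by -2.48 (standard error 0.12, adjusted p = 9.4e-11), the second, listed as Tebp, -1.48 (standard error 0.13, adjusted p = 1.9e-06), Adam10 in the clone called in both strains -1.87 (standard error 0.13, adjusted p = 5.6e-08), Adam10 in the clone listed as Baiap2 -1.79 (standard error 0.15, adjusted p = 1.1e-06) and Adam10 in another clone -1.24 (standard error 0.20, adjusted p = 0.0022). Snap25 differed by -1.45 (standard error 0.13, adjusted p = 1.9e-06), Dpysl2 -1.30 (standard error 0.13, adjusted p = 6.7e-06), Insig1 -1.70 (standard error 0.21, adjusted p = 0.00010), Cdkn1b -1.12 (standard error 0.14, adjusted p = 0.00012) and Tcf7l2 -0.80 (standard error 0.12, adjusted p = 0.0013). Between 8 h and 4 h in DBA/2J, the first clone of Gnai2 differed by 1.36 (standard error 0.26, adjusted p = 0.014). This call of Gnai2 and that of Nr3c1 at 4 h ended with some single array numbers left out, as given for each gene above.

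In 8 of 150 groups of 10 arrays 1 array lay far from the others by Dixon's criterion, which chance gives in about 5% of groups. The highest array stood at a log2 ratio of 1.67 for Rpl21 between the non-stressed strains (nearest array 1.36), at -0.28 for the brightest App clone in DBA/2J at 8 h (-0.44), at 1.65 for Fkbp5 in C57BL/6J at 4 h (0.50) and at 1.02 for Slc6a15 in C57BL/6J at 4 h (0.37). The lowest stood at -0.96 for another clone of Adam10 in C57BL/6J at 8 h (0.28), at -1.52 for a clone of Nfatc1 in DBA/2J at 4 h (-0.21), at -0.17 for Nr3c1 in DBA/2J at 4 h (0.38) and at -0.58 for a clone of Dpysl2 in C57BL/6J at 8 h (-0.28).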

How the results depend on the processing

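The settings with a filter at the 95th percentile of empty spots and with the authors' processed values, fold and Z-score were chosen only after the data were seen. Of 150 values of named clones, the 93 called ones kept their direction under each of the normalizations, dye orientations and left-out arrays, and 56 of them were called in every fit with 1 array left out. The highest and lowest named clones had been chosen for the same sign in both dye orientations, so that for these the orientations are not a test. Of the 57 not called, 10 were called by some setting and some changed sign. The filter on dim clones removed none of the tested clones and is void. Print-tip loess, scaling between arrays and the adjusted p alone left all 13 counts within 1.5 times. Counts that moved further are given in the order C57BL/6J at 4 h and 8 h and DBA/2J at 4 h and 8 h where 4 are listed. Where a count changed, the cause was not tested, apart from settings that by construction use fewer arrays or no adjustment.

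Without background subtraction 19 clones were called in DBA/2J at 4 h and 3 at 8 h in both strains. The median local background of an array was at most 0.21, so that there was almost none to subtract. Calls that ended in this setting thus depend on the normexp model and its offset, and not on the local background. Median centring called 34 in C57BL/6J at 8 h and 76 and 96 in DBA/2J at 4 h and 8 h. Without the dye term, 21 and 9 were called in DBA/2J at 4 h and 8 h, the differences were 274 (between strains at 4 h), 85 (at 8 h), 44 (between times in C57BL/6J) and 74 (in DBA/2J), and 3 clones were shared at 8 h. The methods' t-test gave 1537 between the non-stressed strains and 446, 550, 711 and 562 after stress, with 15 and 12 shared between times in C57BL/6J and DBA/2J and 16 and 24 shared between strains at 4 h and 8 h. With adjustment it gave 103, 39, 84 and 89 after stress and 1 shared between times in C57BL/6J. The fold with the Z-score over arrays gave 122, 103, 173 and 117, with 2 shared between times in C57BL/6J and 2 and 9 between strains at 4 h and 8 h. The fold alone, and with the Z-score over clones, gave 1783 between the non-stressed strains and 572, 846, 913 and 763, with 30, 25, 27 and 38 shared, and the fold alone gave differences of 3085, 2659, 2529 and 2924.

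The first-named pool in Cy5 alone gave 35 calls between the non-stressed strains and 0, 1, 0 and 0 after stress. With it in Cy3 alone the counts were 140 and 0, 42, 0 and 0, and 0 were shared at 8 h either way. The authors' processed values gave 33 in C57BL/6J at 8 h and 75 in DBA/2J at 4 h, and with the fold and Z-score 123, 88, 186 and 96, with 2 shared between times in C57BL/6J and 2 between strains at 4 h. The filter at the empty spots gave 141, 129 and 287 in C57BL/6J at 4 h and 8 h and DBA/2J at 4 h, with 2, 2, 8 and 9 shared. The scan day as a block gave 55 in C57BL/6J at 8 h and 290 and 132 in DBA/2J, with 2 shared between times in DBA/2J and 4 and 8 between strains, at negative estimated correlations within a day (-0.038, -0.041 and -0.075). All 50 arrays in one fit gave 125, 197, 355 and 114, differences of 216 (strains at 8 h), 180 (times in C57BL/6J) and 373 (times in DBA/2J), and 3, 2, 8 and 13 shared. Averaging the 5 arrays of an orientation gave 119 between the non-stressed strains and 0, 2, 0 and 0 after stress, differences of 0, 1, 0 and 0, and 0 shared at 8 h.

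The replicate number as a block gave 127, 30, 15 and 0 clones for the 4 differences. Same-numbered arrays correlated at -0.016 to 0.021, 0 of 10 pairs above 0.1 in each difference, and 1, 1, 1 and 0 of 10 arrays correlated best with their own number, so that the numbers did not pair the arrays. Leaving out each array in turn gave 569 to 668 calls between the non-stressed strains, 16 to 42 in C57BL/6J at 4 h, 9 to 14 at 8 h, 12 to 17 in DBA/2J at 4 h and 1 at 8 h. The differences were then 310 to 388, 85 to 103, 46 to 61 and 76 to 112, and the shared clones 1 at 8 h.

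Of 31 list medians, 6 changed sign. With the stressed pool in Cy3 alone in DBA/2J at 4 h, cytoskeleton and motors went to 0.050, astrocyte markers to 0.0069 and cholesterol and sterol synthesis to -0.025, and with the DBA/2J pool in Cy3 alone between the non-stressed strains endothelial and mural cell markers went to -0.024 and vesicle release to 0.024. Mitosis and DNA repair in DBA/2J at 4 h went to 0.0030 with the stressed pool in Cy5 alone and to 0.0093 with the authors' processed values. Leaving out 1 array changed the sign of none. Another 6 moved by more than their spread. With the first-named pool in Cy5 alone, antidepressant response genes between the non-stressed strains were 0.57 and immediate early genes in DBA/2J at 8 h -0.025, and with it in Cy3 alone the proteasome and ubiquitin system in C57BL/6J at 8 h was -0.014. Cytosolic and mitochondrial ribosomal proteins in C57BL/6J at 4 h were 0.19 and 0.12 with the authors' processed values, and cytosolic ribosomal proteins in DBA/2J at 8 h were 0.065 with median centring. Most clones were under the 95th percentile of empty spots in all comparisons but C57BL/6J at 4 h. The filter at that percentile raised the calls in C57BL/6J at both times and in DBA/2J at 4 h, as given above. Its effect on the list medians was not tested.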

Differences from the paper's values

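The published folds and the log2 ratios by the labelled dyes have opposite signs for all 76 table folds that were matched to a clone, and for comparison the values here are given with the sign turned. The filter at the empty spots and the processed values with the fold and Z-score were chosen only after the values were seen.

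The paper's count for C57BL/6J at 4 h is 123, against 66 here at the paper's 1.414-fold with an adjusted p in place of its Z-score. The methods' t-test with adjustment, the fold and Z-score over arrays, the authors' processed values and all 50 arrays in one fit came within 1.5 times of it, as did both settings chosen after the values were seen. For C57BL/6J at 8 h the paper's count is 88, against 19, and the fold and Z-score over arrays came within 1.5 times, as did both settings chosen after the values were seen. For DBA/2J at 4 h the paper's count is 185, against 35, and the fold and Z-score over arrays came within 1.5 times, as did the processed values with fold and Z-score, chosen after the values were seen. For DBA/2J at 8 h the paper's count is 96, against 36, and median centring, the methods' t-test with adjustment, the fold and Z-score over arrays, the scan day as a block and all 50 arrays in one fit came within 1.5 times, as did the processed values with fold and Z-score, chosen after the values were seen. The other alternatives set before the data were examined stayed apart from the paper's counts. The setting with processed values, fold and Z-score dropped 0 of the paper's matched clones in each comparison, but these clones were matched to the paper's lists by their fold in the processed values, so that the matching itself fixed that they reach the fold. The paper gives 1 gene shared between 4 h and 8 h in C57BL/6J, against 0 here, and the methods' t-test with adjustment gave 1. The paper's fold for Glul between the non-stressed strains is -2.83, against -2.11 here with the sign turned, and of the alternatives the authors' processed values alone came within the spread of it.

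Several genes that the paper calls regulated were not called. The App clone of Table 1 between the non-stressed strains was called by print-tip loess and by the authors' processed values. In C57BL/6J, Map4k3 at 4 h was called by the authors' processed values, Gnao1 and Nme1 at 8 h by median centring, and Rgs2 at 8 h by median centring and the authors' processed values. In DBA/2J at 8 h the App clones of Tables 1 and 5 and the brightest one were called by median centring. The brightest was also called by print-tip loess, scaling between arrays and the authors' processed values, and that of Table 1 by the latter. Median centring also called 2 further clones of Adam10 there, among them the one listed as Baiap2. Pak2 and Spry2 in C57BL/6J and Mapk3, Nfatc1, Nr3c1 and Slc6a15 in DBA/2J were called by none of the normalizations with an adjusted p, and the processed values with fold and Z-score, chosen after the values were seen, called every matched clone of the paper's lists, which were matched on the fold in these values.

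The paper states that no gene is shared by the strains at 4 h, while its own supplementary lists share 2, Stard4 and Pbef1, in opposite directions, and its lists for C57BL/6J at 4 h and 8 h share 2, Cox17 in the same direction and Luc7l2 in opposite ones. It describes convergence of the strains at 8 h, where its lists share 7 genes, 5 of them in opposite directions. Here 4 of 5 shared clones were opposed, and the same direction was kept by 1 clone without a gene symbol.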

Other observations

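The test of the non-stressed C57BL/6J pool was chosen only after the result was seen.

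Genes that answer within minutes of neuronal activity had no call in any comparison. Of 35 clones of immediate early genes, limma called 0 between the non-stressed strains and 0 after stress, with 2 at an unadjusted p under 0.05 between the strains and 6, 1, 4 and 2 for C57BL/6J at 4 h and 8 h and DBA/2J at 4 h and 8 h, and 0 by the methods' t-test after adjustment (1 higher in C57BL/6J at 4 h when adjusted over the list alone). Their median in DBA/2J at 8 h was -0.12 ± 0.09 (SD, n = 10 arrays, percentile 0.8), outside the range of random lists, and -0.03 on the 5 arrays with the stressed pool in Cy5 alone. Of 28 circadian clock clones, 1 was higher and 1 was lower between the non-stressed strains (Bhlhe41 and Rora), and limma called 0 after stress, with 1, 2, 3 and 6 at an unadjusted p under 0.05 and 0 by the methods' t-test after adjustment (1 higher in C57BL/6J and 1 lower in DBA/2J at 8 h when adjusted over the list alone). Hcst was the 1 call after stress among 21 clones of microglia and macrophages, in DBA/2J at 8 h. Adjusted over the list alone, 2 were higher there, 2 in C57BL/6J at 4 h and 1 in C57BL/6J at 8 h. Among 35 endothelial and mural cell clones limma called 0 after stress (1 higher in C57BL/6J at 8 h and 1 lower in DBA/2J at each time when adjusted over the list alone), with 7, 2, 4 and 4 at an unadjusted p under 0.05 and 0, 0, 0 and 1 by the methods' t-test after adjustment, and among 16 clones of other hypothalamic and preoptic nuclei it called 0 (1 lower in DBA/2J at 8 h when so adjusted), with 2, 2, 5 and 1 and 0, 0, 0 and 0.

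Genes called after stress were in part genes that also differed between the non-stressed strains. Of the 19 clones called at 8 h in C57BL/6J, 8 were also called there, all 8 in the same direction, among them Ptges3, which was higher in non-stressed DBA/2J at a log2 ratio of 0.64 (standard error 0.13, adjusted p = 0.012). Independent lists would share 0.31 in the same direction and 0.379 in the opposite one. For C57BL/6J at 4 h the number was 9 with 8 in the same direction (1.31 and 1.08), for DBA/2J at 4 h 6 with 5 (0.693 and 0.575) and for DBA/2J at 8 h 13 with 8 (0.652 each). These comparisons share a non-stressed pool. Simulated with no effect and the spread of the pools at its largest, they shared 3 for C57BL/6J at 8 h and 7 at 4 h, all in the same direction, and 3 for DBA/2J at 4 h and 7 at 8 h, all in the opposite one. These simulated lists were not of the observed lengths, with 40 clones called between the strains against 827. After stress they held 65, 273, 29 and 232 in the same order. The share of the overlap due to the shared pool thus stays open in C57BL/6J, and in DBA/2J for clones that moved in opposite directions. The DBA/2J pool enters its comparisons with opposite signs, and simulated it gave 0 shared clones in the same direction. The same direction of 5 of 6 clones at 4 h and 8 of 13 at 8 h argues against that pool as their cause.

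The direction of all ratios was tested with genes of known strain difference and of known response to corticosterone. The median of 4 strain genes, known direction positive, was -0.12 (standard error 0.09) over 10 arrays, so that labels with the dyes the wrong way round and published folds with turned signs cannot be told apart. The 4 genes did not all go one way, but Glo1, known as higher in DBA/2J, stood at -0.41 ± 0.26 (SD, n = 10 arrays) over its 5 clones, against its known direction on 9 of 10 arrays, and Alad, known likewise, at -0.30 ± 0.49 (SD, n = 10 arrays), against it on 7 of 10. After stress the glucocorticoid targets lay outside the range of random lists in 0 of 4 comparisons, so that wrong dye labels stay open there too. Real-time PCR of Gnai2 and App in the paper (Fig. 4A and Fig. 4B), made on RNA from the original punctures, also runs against the labelled dyes. So does an increase by in situ hybridization that the paper gives as data not shown. The direction could be that of the labelled dyes or that of the published folds, and while these single values run with the latter, the tests did not settle it.

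Clones of cytosolic ribosomal proteins were high by the labelled dyes at 4 h in C57BL/6J. Normalization is excluded as the whole cause, as the lowest percentile under 4 other settings was 100.0, and unequal labelling is excluded, as the lower of the medians of the 2 dye orientations was 0.16 (standard error 0.018). An unusual non-stressed C57BL/6J pool is excluded as the whole cause, because the median at 8 h against the same pool was -0.033 (standard error 0.016, percentile 5.7). The median of non-stressed DBA/2J against that pool, 0.17 (percentile 99.98), goes with such a pool, and a peculiarity shared by the non-stressed and 8 h pools of C57BL/6J stays open. A rise or fall of ribosomal transcripts 4 h after stress, depending on the direction of the dyes, may explain the pattern as a hypothesis, with the composition, quality and amplification of the 1 stressed pool left open.

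Chance was tested with 100 splits of the arrays for each count, and in each case the real split gave the largest count, 1 of 100. Chance is excluded at the level of hybridisations for the calls between the non-stressed strains (827, highest other 0), in C57BL/6J at 4 h (66, highest other 0) and 8 h (19, highest other 0), in DBA/2J at 4 h (35, highest other 1) and 8 h (36, highest other 1), and for the differences between strains at 4 h (535, highest other 21) and 8 h (137, highest other 2) and between times in C57BL/6J (113, highest other 1) and DBA/2J (229, highest other 1). The splits took no account of the scan day, which followed the dye orientation in part in every comparison but C57BL/6J at 4 h, scanned on 1 day, so that they do not exclude a difference between scan days.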
